# STING agonism enhances anti-tumor immune responses and therapeutic efficacy of PARP inhibition in *BRCA*-associated breast cancer

**DOI:** 10.1038/s41523-022-00471-5

**Published:** 2022-09-06

**Authors:** Constantia Pantelidou, Heta Jadhav, Aditi Kothari, Renyan Liu, Gerburg M. Wulf, Jennifer L. Guerriero, Geoffrey I. Shapiro

**Keywords:** Cancer immunotherapy, Breast cancer, Targeted therapies

## Abstract

Poly (ADP-ribose) polymerase (PARP) inhibitors exert their efficacy via synthetic lethal effects and by inducing cGAS/STING-mediated immune responses. We demonstrate that compared to monotherapies, combined PARP inhibition and STING agonism results in increased STING pathway activation, greater cytotoxic T-cell recruitment and enhanced dendritic cell activation in BRCA1-deficient breast cancer models. The combination markedly improved anti-tumor efficacy in vivo, with evidence of complete tumor clearance, prolongation of survival and induction of immunologic memory.

## Introduction

PARP inhibitors (PARPi) have improved treatment outcomes of *BRCA*-associated breast cancer (BC) and of other homologous recombination (HR) repair-deficient cancers^1^. In addition to mechanisms underlying the synthetic lethality of PARP inhibition and HR deficiency^2^, PARPi induce innate immune responses via cGAS/STING pathway activation, resulting in cytotoxic T-cell infiltration, an event critical for maximal efficacy in BRCA-deficient models^3,4^. These results have prompted the initiation of clinical trials combining PARP inhibition with immune checkpoint blockade, with the goal of further activating T-cell responses and overcoming PARPi resistance^5,6^. However, preliminary data from these trials have suggested that PD-1/L1 blockade may not enhance efficacy over PARP inhibition alone^6^. Recent results have indicated that PARP inhibition may also result in recruitment of immune suppressive macrophages and that PARPi-mediated T-cell activation can be improved with macrophage-targeting strategies^7^. Here, we have investigated an alternative approach to improving efficacy in *BRCA*-associated BC by combining PARP inhibition with STING agonism. STING agonists have entered clinical trials and combinations with chemotherapy or immune checkpoint blockade have demonstrated preliminary safety and efficacy^8,9^.

To determine whether pharmacological activation of the cGAS/STING pathway would further augment PARPi-induced inflammatory signaling, we combined olaparib and the STING agonist ADU-S100^10,11^, which has been studied in clinical trials^8,12,13^. Immunoblot analysis of phosphorylated STING and its effector TBK1 in KB1P-G3 cells derived from the K14-Cre-*Brca1*^*f/f*^*;Trp53*^*f/f*^ genetically engineered mouse model (GEMM) of triple-negative BC (TNBC), demonstrated activation of STING-TBK1 signaling in response to olaparib or ADU-S100 that was enhanced by combination treatment (Supplementary Fig. 1). Similar results were obtained in the human *BRCA1*-mutant TNBC cell line MDA-MB-436 and the *BRCA1/BRCA2*-mutant cell line HCC1395 (Supplementary Figs. 2 and 3). In these cell lines, the activation of STING signaling resulted in the production of β-interferon (IFNβ) (Supplementary Figs. 1b, 2b and 3b) and T cell-attracting chemokines, such as CCL5 and CXCL10 (Supplementary Figs. 1c, d, 2c, d and 3c, d), with greater effects of combination treatment compared to monotherapies at 24 hours after exposure. STING pathway activation did not occur in response to olaparib or the combination in MDA-MB-436 cells in which BRCA1 expression was repleted^3^ (Supplementary Fig. 2e, f).

We next sought to determine whether increased STING-TBK1 signaling in response to combined PARP inhibition and STING agonism in cancer cells translated to enhanced anti-tumor immune responses in vivo. To this end, we analyzed K14-Cre-*Brca1*^*f/f*^*;Trp53*^*f/f*^ breast tumors implanted in syngeneic mice and treated with olaparib, ADU-S100 or the combination, for the presence and activation of immune cells. Total leukocyte CD45^+^ counts were elevated in response to all treatments at 3 (Fig. 1a) and 7 days (Supplementary Fig. 4a, b). The combination of olaparib and ADU-S100 significantly increased total T-cell counts compared to monotherapies, with both CD8^+^ and CD4^+^ T-cell subsets significantly augmented (Fig. 1a). Enhanced T-cell recruitment in response to the olaparib/ADU-S100 combination was accompanied by activation of CD8^+^ T-cell cytolytic functions, as demonstrated by the significantly increased recruitment of granzyme-B^+^ CD8^+^ T-cells, as well as elevated granzyme-B total expression (Fig. 1a). In the case of CD4^+^ T-cells, the combination treatment increased T-helper 1 and not T-regulatory CD4^+^ T-cells, as measured by the expression of their respective markers, Tbet and FoxP3 transcription factors (Fig. 1a). Moreover, combining olaparib with ADU-S100 significantly increased the activation and antigen presentation capability of dendritic cells (DCs), as shown by the increases in CD40 and major histocompatibility (MHC) II expression in CD11C^+^CD11B^-^ DCs (Fig. 1b). In contrast to the combination therapy that led to a rapid induction of immune responses, olaparib monotherapy-induced T-cell recruitment and activation was more evident at 7 days (Supplementary Fig. 4a) compared to 3 days (Fig. 1a). Activated immune cell infiltration following ADU-S100 and olaparib treatment was accompanied by type-I IFN production, as evidenced by the significant increase in whole-tumor IFNβ mRNA levels compared to single treatments (Fig. 1c). Therefore, the addition of STING agonism to PARP inhibition elicits a superior immune response compared to monotherapies, characterized by increased cytotoxic T-cell recruitment and activation, and enhanced DC activation and antigen presentation.

**Fig. 1:**
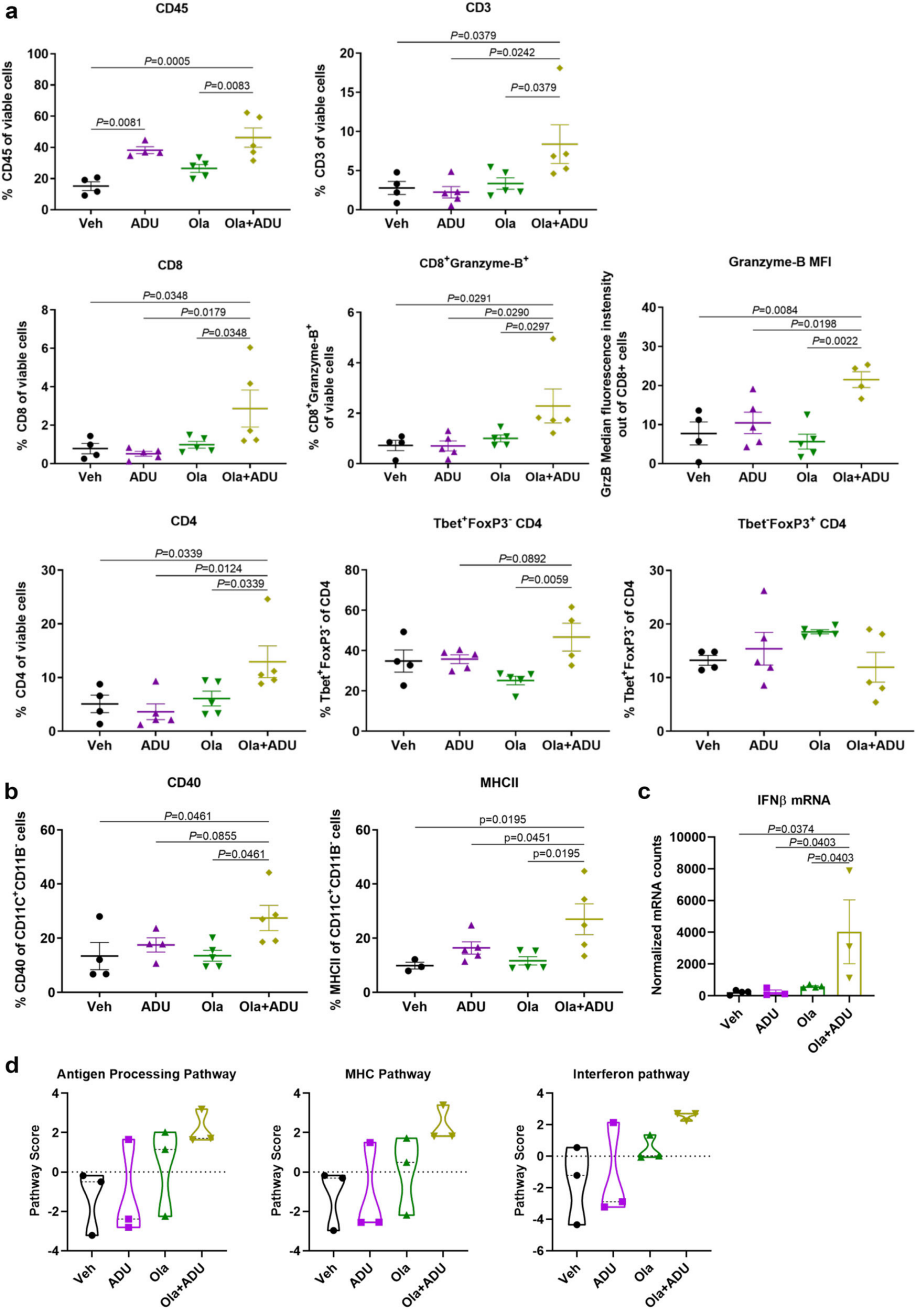
STING agonism and PARP inhibition cooperate to induce anti-tumor immune responses in BRCA-deficient TNBC tumors. Tumor chunks from the K14-Cre*-Brca1*^*f/f*^*;Trp53*^*f/f*^ GEMM were transplanted in syngeneic FVB/129 P mice, with 4-5 mice/ treatment group. IP injections were administered daily and intratumoral injections on day 1. **a**, **b** At 3 days, tumors were harvested, and single-cell suspensions subjected to flow cytometry. Scatter plots show (**a**) CD45^+^ cells, CD3^+^ cells, CD8^+^ and CD4^+^ T-cells, granzyme-B^+^ CD8 T-cells, granzyme-B median fluorescence intensity (MFI) in CD8 cells, Tbet^+^FoxP3^-^ T-helper 1 CD4 cells, Tbet^-^FoxP3^+^ T-regulatory CD4 cells, and (**b**) CD40^+^ and MHCII^+^ CD11C^+^CD11B^-^ dendritic cells. **c** At 7 days, tumors were harvested, and RNA isolated and subjected to qPCR analysis of IFNβ mRNA expression. Error bars are S.E.M. For (**a-c**), statistical analyses were performed using one-way ANOVA and Holm–Sidak post-hoc test. **d** Violin plot of the nanoString Pathway Scores in the top 3 upregulated pathways, summarizing data from a pathway’s genes with a single score.

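Tumors of the K14-Cre-Brca1f/f;Trp53f/f model, in which mammary epithelium loses Brca1 and p53, were harvested at 3 days from mice given vehicle, olaparib at 50 mg/kg daily, a single intratumoral injection of 50 μg ADU-S100 in 40 μl, or both drugs. Olaparib is a PARP inhibitor, and ADU-S100 is a cyclic dinucleotide that activates STING. RNA from 3 tumors per group (12 tumors in 4 groups) was measured with the nCounter panel, on which color-coded probes hybridize to 100 ng of RNA and are counted one by one without amplification. The authors deposited normalized mRNA counts for 750 genes, made with nSolver by background correction and by scaling against positive controls and housekeeping genes. No control or housekeeping probe was analysed here. In each tumor, the values above a floor of exactly 1 are whole multiples of one step, so that the counts before scaling could be recovered. Within a tolerance of 0.01 of a count, at least 99.87% of the values of each tumor came out whole. The recovered counts summed to between 632152 and 1519471 per vehicle tumor (median 1048331), between 372390 and 683982 per ADU-S100 tumor (median 408939), between 106206 and 1392128 per olaparib tumor (median 480055), and between 1339258 and 1491854 per combination tumor (median 1366063). The combination group had the highest median and the narrowest range, although the olaparib tumor 1521 and the vehicle tumor 1269 were each counted more deeply than 2 or more of its tumors. Differential expression was tested on log2(normalized count + 1) of the 689 genes with a value of at least 20 in at least 3 tumors, with one limma model over the 12 tumors, and fold changes on this scale understate the change of genes with low counts.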

To gain additional mechanistic insights into the anti-tumor immune response induced by combined PARP inhibition and STING agonism, we performed nanoString immune gene expression analysis in K14-Cre-*Brca1*^*f/f*^*;Trp53*^*f/f*^ tumors treated with olaparib, ADU-S100 or the combination. 

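The panel's own gene sets were not used here, so gene lists were written from gene nomenclature before the data were examined, and each list was scored with the directed global significance score defined in the Supplementary Fig. 5 legend, from limma's moderated statistics. Against vehicle, the 25 genes of the antigen processing list scored 1.87 in the combination, with 21 genes higher and a median log2 fold change of 0.98. The MHC list of 19 genes, which are all part of the antigen processing list except for its transcriptional regulators, scored 1.98, with 16 genes higher. The interferon list of 43 genes scored 1.89, with 39 genes higher and a median log2 fold change of 1.25. For leukocyte functions, a list of 14 adhesion molecules scored 1.60, with 9 genes higher and a median log2 fold change of 0.56. The adhesion list includes Itgal and Selplg, and the MHC list includes H2-Aa, H2-Ab1, Cd74 and Mr1, which the study selected on these tumors. Without the genes of Supplementary Table 2, the combination scored 1.49 for MHC, 1.48 for antigen processing and 1.86 for interferon against vehicle. In limma's self-contained fry test, which sets each score against the variation between tumors, 0 of these lists passed. Over 66 list comparisons, the unadjusted fry p-value was 0.0812 for antigen processing, 0.0713 for MHC, 0.055 for interferon and 0.247 for leukocyte adhesion, and the Benjamini-Hochberg adjusted value was 0.808 for each. Leaving out the vehicle tumor 1536 lowered the MHC score most, to 1.45. Olaparib alone scored 0.86 for antigen processing, 0.79 for MHC and 1.61 for interferon against vehicle, while ADU-S100 alone scored 0.20, -0.28 (0.60 without the 4 genes of the study) and 1.14. With each tumor left out in turn, the antigen processing score ranged from -0.07 (without the olaparib tumor 1517) to 1.71 (without the olaparib tumor 1521) for olaparib and from -1.07 (without the ADU-S100 tumor 1506) to 0.80 (without the vehicle tumor 1529) for ADU-S100. The MHC score ranged from 0.24 (without 1536) to 1.70 (without 1521) for olaparib and from -1.20 (without 1506) to 0.83 (without 1529) for ADU-S100, so that the sign of both lists in ADU-S100 tumors is not settled. With log2 of the scaling factor as a covariate, an alternative chosen after seeing the data, olaparib scored -0.86 for antigen processing and -0.54 for MHC, and ADU-S100 -1.18 and -1.11. The interferon score stayed positive for both with each tumor left out, and was lowest for ADU-S100 without 1506 (0.44).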

Gene set analysis revealed that the top-most upregulated genes in response to the olaparib/ADU-S100 combination were involved in antigen processing, MHC, interferon and leukocyte pathways (Supplementary Fig. 5a, Supplementary Table 1). The enrichment of these gene sets in response to combination therapy is also illustrated by the nanoString pathway scores (Fig. 1d). In addition to the top-most upregulated gene sets (as compared to vehicle treatment), dendritic cell functions and tumor necrosis factor (TNF) superfamily gene signatures were highly upregulated in comparison to olaparib and ADU-S100 alone (Supplementary Fig. 5a, Supplementary Table 1). 

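To give each tumor one value per list, log2 normalized counts were standardized per gene over the 12 tumors and averaged. The antigen processing score was 0.593 ± 0.233 (SD, n = 3 tumors) in the combination, 0.019 ± 0.637 (SD, n = 3) in olaparib, -0.237 ± 0.792 (SD, n = 3) in ADU-S100 and -0.375 ± 0.492 (SD, n = 3) in vehicle tumors. The combination exceeded the 9 other tumors by 0.791 on average (two-sided exact permutation test over 220 splits, p = 0.05), and 8 of the 9 lay below the lowest combination tumor. The MHC score averaged 0.635 ± 0.282 in the combination, 0.846 above the 9 other tumors (p = 0.0591 in the same exact test). The interferon score averaged 0.424 ± 0.097 in the combination and 0.303 ± 0.541 in olaparib tumors, and the difference from the 9 other tumors was 0.565 (exact permutation p = 0.214). The 9 tumors pool groups with unlike means, with -0.664 in vehicle and -0.063 in ADU-S100 tumors. Their spread is therefore not only that between tumors of a treatment. The leukocyte adhesion score averaged 0.357 ± 0.131 in the combination, and its difference from the same 9 tumors was 0.48 (exact permutation p = 0.273). After Benjamini-Hochberg adjustment over the 11 lists scored, the p-values were 0.325 for antigen processing and MHC and 0.475 for the other 2 lists. Against vehicle alone, antigen processing, MHC and interferon separated the combination completely from the vehicle tumors, which gives an exact permutation p = 0.1, the smallest two-sided value that 3 tumors against 3 allow. Over other processing settings the exact permutation p-value against the 9 other tumors ranged from 0.0045 to 0.173 for MHC, the highest without the 4 genes of the study, and from 0.0091 to 0.182 for antigen processing, the highest without the combination tumor 1270. The paper takes its ranking of antigen processing, MHC, interferon and leukocyte pathways from its gene set analysis, and uses the pathway scores of Fig. 1d to illustrate it.

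**Figure D1:**
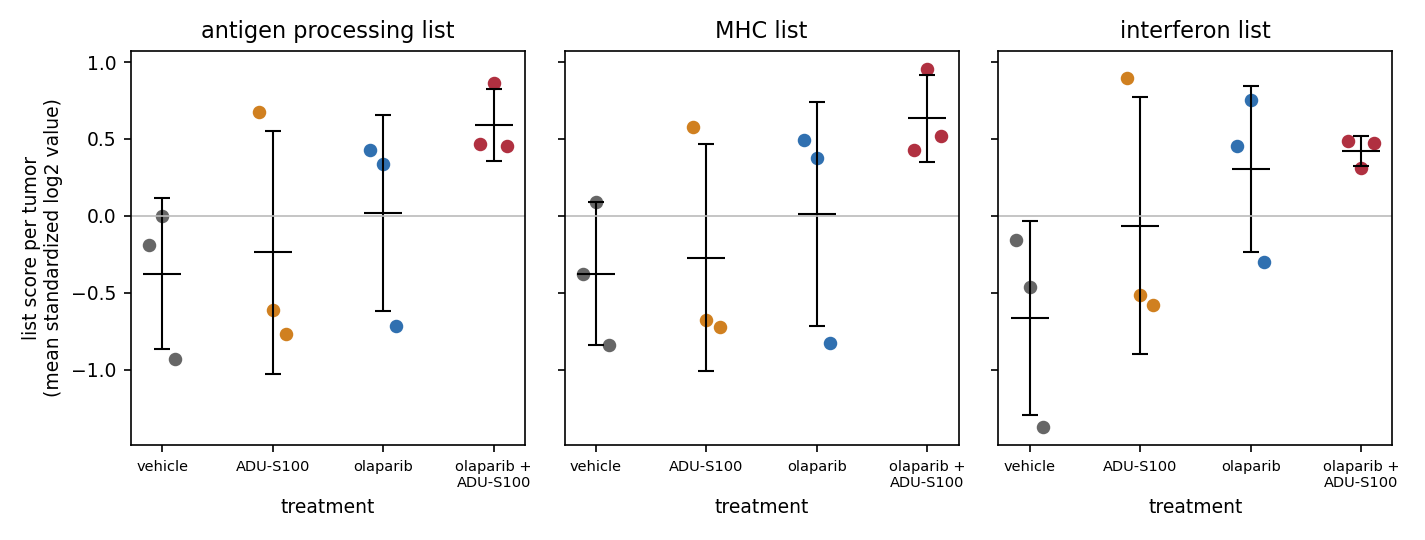
Score of the antigen processing, MHC and interferon lists (y axis, mean standardized log2 value) in each of the 12 tumors by treatment (x axis), with the horizontal bar and error bars giving the mean and SD of 3 tumors. The combination tumors lie close together, between 0.312 and 0.957 over the 3 lists, while the other groups spread more widely.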

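For dendritic cell functions, a list of 14 dendritic cell genes scored 0.64 in the combination against olaparib (8 genes higher, median log2 fold change 0.20) and 1.18 against ADU-S100 (12 genes higher, median log2 fold change 0.35). These scores were within the variation between tumors (limma's fry test, Benjamini-Hochberg adjusted p = 0.991 and 0.808). With each tumor left out in turn, the score against olaparib ranged from -1.24 (without the olaparib tumor 1521) to 1.28 (without the olaparib tumor 1517). The TNF superfamily list of 30 genes scored 0.36 against olaparib and 0.80 against ADU-S100. The score weights each gene by its squared statistic and was positive although 9 of the 30 genes were higher than in olaparib and 12 of the 30 were higher than in ADU-S100, with median log2 fold changes of -0.19 and -0.28. The adjusted fry p-value was 0.991 in both comparisons. Without Ltb, the only gene of the list among the 15 in Supplementary Table 2, the TNF score against olaparib was -0.43. With each tumor left out in turn it ranged from -1.53 (without the olaparib tumor 1521) to 0.97 (without the olaparib tumor 1517), and it was also below 0 without the combination tumor 1270 (-0.26). Compared to vehicle, the TNF list scored 1.09 in the combination, 1.16 in olaparib and 1.00 in ADU-S100 tumors, and the dendritic cell list scored 1.63, 1.21 and 0.65. These scores include a shift of the whole panel. Over all 689 genes the median log2 fold change was 0.21, 0.45 and 0.44 in the same order. The medians of the TNF list were 0.26, 0.51 and 0.40, and those of the dendritic cell list 0.54, 0.49 and 0.35. With each tumor scaled to the same median, the TNF list scored 0.88 in olaparib and 0.51 in ADU-S100 tumors, and the dendritic cell list 0.78 and -0.77. The dendritic cell score of ADU-S100 depended on single tumors, with -0.65 without the vehicle tumor 1269 and -0.30 without the ADU-S100 tumor 1506, and with quantile normalization it was -1.47 for ADU-S100 and -0.23 for olaparib. The TNF score with a tumor left out ranged from 0.67 to 2.11 for olaparib and from 0.49 to 1.32 for ADU-S100, and with quantile normalization it was 0.02 and -0.81.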

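Of the 689 genes tested, 0 passed a Benjamini-Hochberg adjusted p of 0.05 in limma in any comparison of the combination with vehicle, ADU-S100 or olaparib. At an unadjusted p below 0.05, where chance alone gives 34.5 genes, 52 genes were higher and 1 was lower in the combination than in vehicle, 31 were higher and 32 lower than in ADU-S100, and 31 were higher and 19 lower than in olaparib. The edgeR quasi-likelihood test on the recovered counts, scaled by the authors' factors, likewise called 0 genes after adjustment, with 52, 57 and 91 genes at an unadjusted p below 0.05. With TMM normalization in place of the authors' factors these were 62, 115 and 98 genes, again with 0 after adjustment. The 3 tumors of each group separated completely, in either direction, for 138 genes against vehicle, 216 against ADU-S100 and 88 against olaparib, which is 20.0%, 31.3% and 12.8% of the genes where chance gives 10%. In the combination, 127 of these genes were higher and 11 lower than in vehicle, and 76 higher and 12 lower than in olaparib. Against ADU-S100 most were lower, with 72 higher and 144 lower. The scaling factors of these 2 groups separate completely as well, with at most 0.824 in the combination and at least 1.43 in ADU-S100 tumors. The smallest adjusted p-value in limma was 0.0624, for H2-Aa in the combination against ADU-S100. Against vehicle the gene with the smallest p-value was Ccl5, with a log2 fold change of 2.80 (standard error 0.70, adjusted p = 0.278). Against olaparib it was H2-DMb2, with a log2 fold change of 1.59 (standard error 0.39, adjusted p = 0.463). The count against olaparib depended on 1 tumor: without the olaparib tumor 1521, 54 genes passed, of which 12 were higher and 42 lower in the combination. That fit left the olaparib tumors 1510 and 1517, with scaling factors of 1.95 and 10.5, so scaling and treatment cannot be told apart in it.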

Differential gene expression is shown by volcano plots (Supplementary Fig. 5b). 

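All 15 genes of Supplementary Table 2 had a higher mean log2 normalized count in the combination than in each of the other groups. Their log2 fold changes ranged from 0.49 to 2.70, with medians of 1.63 against vehicle, 1.31 against ADU-S100 and 1.25 against olaparib. For 11 of the 15 genes, every combination tumor had a higher value than every one of the 9 other tumors. The same holds for 22 of the 750 genes in the table, where chance gives 3.41. In limma with adjustment over all genes tested, 0 of the 15 genes passed an adjusted p of 0.05 in all 3 comparisons, and 7 did at an unadjusted p below 0.05. Adjusted over the list alone, 5 genes passed in all 3 comparisons, namely H2-Aa, Clec7a, Ltb, Mr1 and Cd74. Because the study chose the list on these tumors, this second count is not independent evidence. With the one-way comparison and Holm-Sidak adjustment that the legend of Supplementary Fig. 6a names, applied per gene to unlogged normalized counts, 13 of the 15 genes passed 0.05 against all 3 groups, and 43 of the 45 single comparisons did. The recomputed values equal the 45 printed in Supplementary Fig. 6a within 0.0001. The exceptions are St6gal1 against vehicle and Slamf7 against olaparib, with Holm-Sidak values of 0.099 and 0.052. Against the 9 other tumors together, exact permutation tests gave p = 0.0364 for St6gal1 and p = 0.0273 for Slamf7. These pool the groups and so do not test the missed comparisons, and the study chose both genes on these tumors. In limma the unadjusted p-value was 0.310 for St6gal1 against vehicle and 0.0989 for Slamf7 against olaparib. Neither the Holm-Sidak values nor the permutation tests are adjusted over the genes of the panel. Clec7a, Ltb, Ccl22, Xcl1 and Slamf7 rest on fewer than 10 recovered counts in the olaparib tumor 1517.

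**Figure D2:**
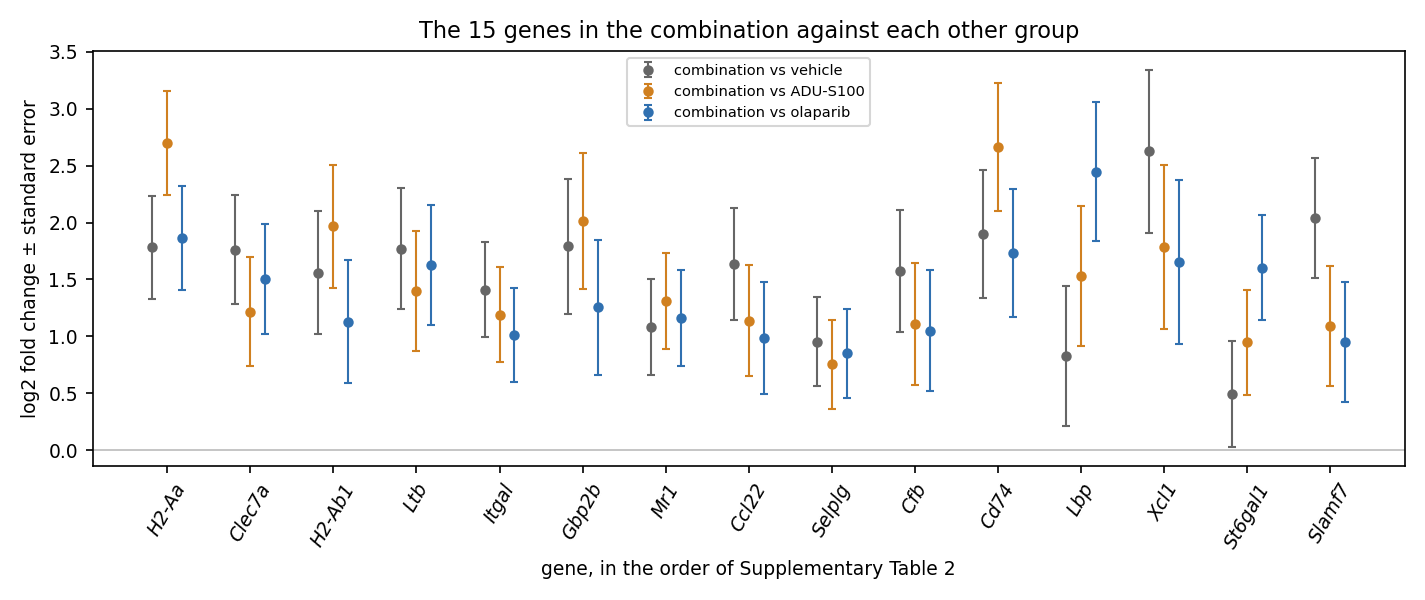
Log2 fold change of each of the 15 genes (x axis, in the order of Supplementary Table 2) in the combination against vehicle, ADU-S100 and olaparib (points) with limma's standard error (bars), n = 3 tumors per group. All points lie above 0, between 0.49 for St6gal1 against vehicle and 2.70 for H2-Aa against ADU-S100.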

Plotting of the normalized mRNA counts confirmed the significant increase in expression of 15 genes in response to the olaparib/ADU-S100 combination as compared to single treatments (Supplementary Fig. 6a). 

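H2-Aa encodes the alpha chain of the MHC class II molecule I-A. Its normalized count was 16086 ± 2503 (SD, n = 3 tumors) in the combination, 4490 ± 1218 in olaparib, 2747 ± 1676 in ADU-S100 and 4772 ± 1347 in vehicle tumors (SD, n = 3 each). The log2 fold change was 1.78 against vehicle and 1.86 against olaparib (standard error 0.46 for both, limma adjusted p = 0.278 and 0.463). With the ADU-S100 tumor 1506 left out, the adjusted p against ADU-S100 fell to 0.0123 at a log2 fold change of 3.16, within a range of 0.0123 to 0.835 over other settings. H2-Ab1, the beta chain of the same molecule, had 9115 ± 572 normalized counts in the combination, 4483 ± 1957 in olaparib, 2760 ± 2038 in ADU-S100 and 3208 ± 1100 in vehicle tumors, with log2 fold changes of 1.56 against vehicle, 1.97 against ADU-S100 and 1.13 against olaparib (limma adjusted p = 0.436, 0.492 and 0.594). The class II genes were counted deeply, with at least 323 recovered counts of H2-Aa and 443 of H2-Ab1 in every tumor. The other genes were counted far less. Clec7a had 130 ± 21.8 normalized counts in the combination and 39.0 ± 14.2 in vehicle tumors (log2 fold change 1.76), but only 3 recovered counts in the olaparib tumor 1517. Ltb had 130 ± 24.2 in the combination and 37.9 ± 10.2 in vehicle tumors (log2 fold change 1.77), with 5 recovered counts in that tumor. Itgal had 192 ± 12.6 in the combination, 105 ± 57.5 in olaparib, 84.5 ± 15.7 in ADU-S100 and 71.7 ± 2.73 in vehicle tumors (log2 fold change 1.41 against vehicle). Ranked over the 750 genes by the largest of their 3 Holm-Sidak p-values, H2-Aa was at rank 1, Clec7a at 3, Ltb at 4, H2-Ab1 at 5 and Itgal at 7.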

Among the top 5 most significantly induced genes were the H-2 class II histocompatibility antigen, A-B alpha (H2-Aa) and A-K beta (H2-Ab1) chains involved in antigen processing and interferon responses^14^; the C-type lectin domain family 7 member A (Clec7a) involved in innate responses, phagocytosis and leukocyte functions^15^; the TNF superfamily member Lymphotoxin-beta (Ltb) involved in cytotoxic T-cell effector functions^16^; and the integrin alpha L chain (Itgal) involved in leukocyte adhesion and mature T-cell functions^17,18^ (Supplementary Fig. 6a, Supplementary Table 2). The significant increases in mRNA expression of the top genes were validated by quantitative PCR analysis (Supplementary Fig. 6b). 

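Among the lists scored, the 20 genes of T cells and cytotoxic functions were all higher in the combination than in vehicle tumors, with a score of 1.98 and a median log2 fold change of 1.24 (limma's fry test, unadjusted p = 0.104). Against the single treatments the list scored 0.88 for ADU-S100 and 1.04 for olaparib, with 11 and 12 of the 20 genes higher and unadjusted p-values of 0.811 and 0.666 in limma's fry test. ADU-S100 alone and olaparib alone scored 1.65 and 1.42 against vehicle. The scores of this list were not recomputed with a tumor left out. The test of whether the effect of ADU-S100 differed with and without olaparib gave a score of -1.17 for this list, -1.03 for the interferon list, 1.46 for the antigen processing list, 1.65 for the MHC list and -0.57 for the dendritic cell list, all with fry adjusted p-values of 0.808 or more. Over single genes, 0 passed an adjusted p of 0.05 for this interaction in limma or edgeR. At an unadjusted p below 0.05 there were 75 genes in limma and, in edgeR, 124 with the authors' factors and 99 with TMM. Of the 75 genes, 62 were lower in the combination than the 2 single effects add up to and 13 were higher. H2-DMb2, which had the smallest p-value, goes against this majority, with a log2 difference of 2.49 (standard error 0.55, limma adjusted p = 0.346). Without the olaparib tumor 1521, 86 genes passed the adjusted threshold in limma, 77 lower and 9 higher. The olaparib group then held only the tumors 1510 and 1517, with scaling factors of 1.95 and 10.5 and 480055 and 106206 recovered counts. Low counts multiplied by large factors and an effect of treatment cannot be told apart in that fit. The median interaction over all genes was -0.55, and 0.00 after each tumor was scaled to the same median.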

In summary, the mRNA expression analyses are consistent with the enhanced cytotoxic T-cell and DC activation observed by flow cytometry (Fig. 1, Supplementary Fig. 4) and demonstrate that the superior anti-tumor immune response observed upon combined PARP inhibition and STING agonism is a result of enhanced interferon signaling, antigen processing, and leukocyte and DC functions.

To determine whether STING agonism can enhance the therapeutic efficacy of PARPi, we treated mice bearing K14-Cre-*Brca1*^*f/f*^*;Trp53*^*f/f*^ tumors with vehicle, olaparib, ADU-S100 or the combination. Treatment with olaparib resulted in tumor shrinkage and a median survival of 129 days (Fig. 2a–c). As expected, resistance to olaparib eventually emerged with most tumors relapsing after approximately 100 days of daily treatment (Fig. 2a). ADU-S100 alone showed modest therapeutic efficacy and doubled median survival to 27.5 days compared to vehicle control (Fig. 2a, c). The combination of ADU-S100 with olaparib resulted in significantly greater reduction in tumor volume than olaparib as early as week 1 (day 7), with most notable differences observed after week 8 (day 56) (Fig. 2a, b). Remarkably, the combination treatment led to complete tumor clearance in all enrolled mice (Fig. 2a) and 100% tumor-free survival across two experiments (Fig. 2c, Supplementary Fig. 7a, b). All treatments were well tolerated, and no animal weight loss was observed after long-term exposure (Fig. 2d). Furthermore, the olaparib/ADU-S100 combination was also efficacious against larger established tumors treated at a starting volume of 500-1,000 mm^3^ (Supplementary Fig. 8). As expected, efficacy of the combination was not observed when tumors were expanded in immunodeficient mice (Supplementary Fig. 9).

**Fig. 2:**
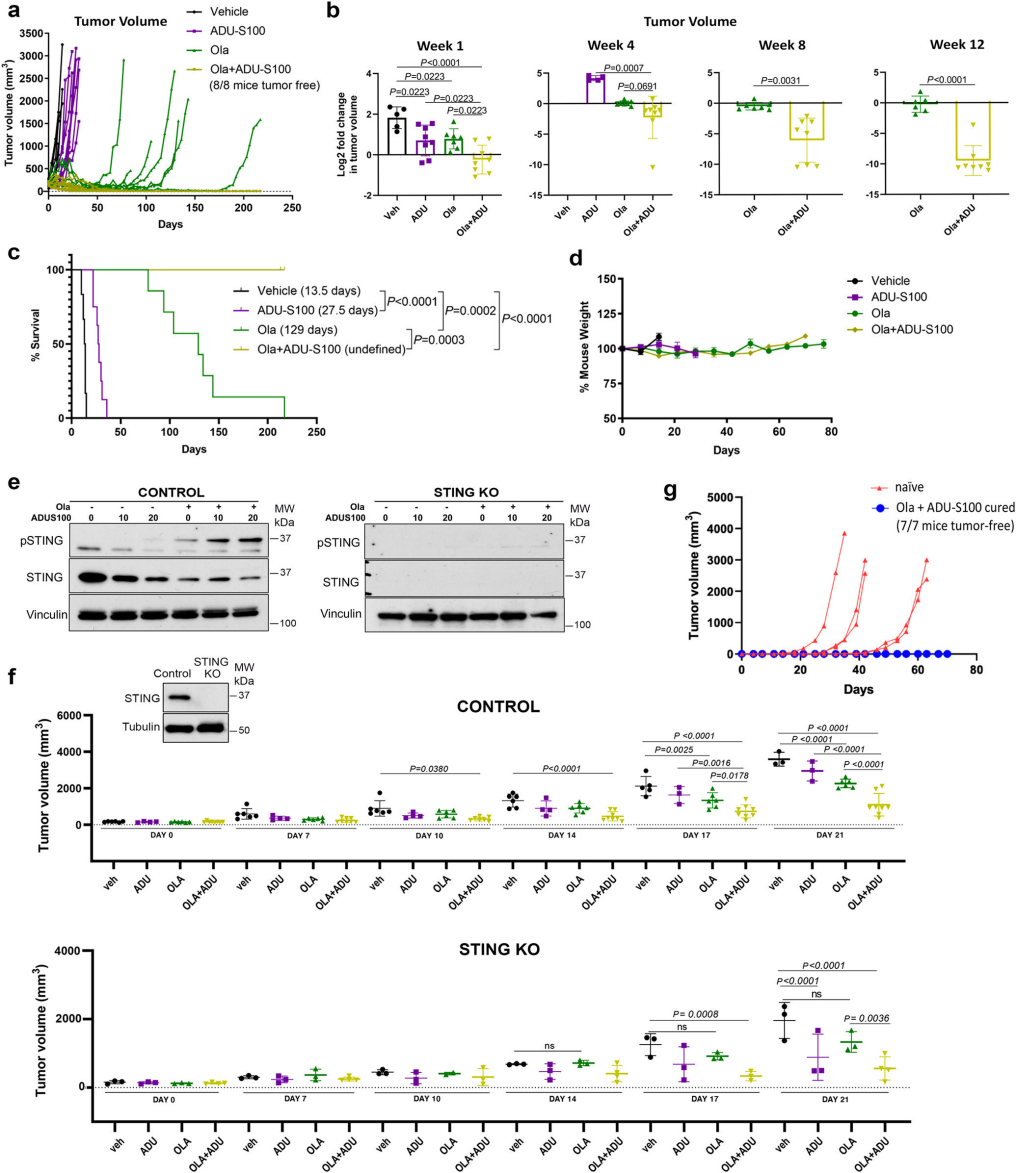
STING agonism potentiates the therapeutic efficacy of PARP inhibition in a BRCA-deficient model of TNBC, overcomes resistance and contributes to immunologic memory. Tumor chunks from the K14-Cre*-Brca1*^*f/f*^*;Trp53*^*f/f*^ GEMM were transplanted in syngeneic FVB/129P mice, which were treated with vehicle, olaparib (daily), ADU-S100 (weekly) or their combination (6–8 mice/group). Tumor volume was measured twice weekly and survival recorded. **a** Tumor volumes in individual mice over time. **b** Log2 fold-change in tumor volumes at weeks 1, 4, 8, 12. *P* values were determined using one-way ANOVA with Holm-Sidak post-hoc test at weeks 1 and 4 and with unpaired *t*-tests with Welch’s correction at weeks 8 and 12. **c** Percent survival. Median survival shown in brackets. Statistical analysis was performed using the Log-rank (Mantel–Cox) test. Intratumoral ADU-S100 injections were stopped when the tumor was cleared. **d** Weight of mice treated with vehicle, olaparib, ADU-S100 or their combination. **e** Murine KB1P-G3 CRISPR/Cas9 control or STING knockout (STING KO) cells were treated with vehicle (-, 0), 1 μM olaparib, the indicated doses of ADU-S100 (μg/ml) or their combination for 72 h and subjected to immunoblotting. **f** KB1P-G3 CRISPR/Cas9 control or STING KO tumors were transplanted in syngeneic FVB/129P2 mice, which were treated with vehicle, olaparib (daily), ADU-S100 (weekly) or their combination (4–8 mice/group). Tumor volumes (mm^3^) were measured twice weekly. Statistical analysis was performed using one-way ANOVA with Holm-Sidak post-hoc test. *(Inset)* Immunoblotting for total STING protein levels in KB1P-G3 control or STING KO tumors. **g** Tumor chunks were implanted in naïve mice or in the opposite mammary fat pads of those previously cured by combined olaparib/ADU-S100. Tumors could not be re-established in the latter mice.

We previously demonstrated that intratumoral STING activation is required for full efficacy of olaparib in the K14-Cre-*Brca1*^*f/f*^*;Trp53*^*f/f*^ model. To assess the contribution of intratumoral STING pathway activation for combinatorial efficacy, we utilized control or STING knockout KB1P-G3 cells derived from a tumor from this model^3^. STING knockout was confirmed in engineered cells (Fig. 2e), as well as in orthotopically-established tumors (Fig. 2f, inset). Treatment of control cells confirmed the anti-tumor activity of olaparib and the improved efficacy of the olaparib/ADU-S100 combination through 21 days of treatment (Fig. 2f). In contrast, whereas the efficacy of olaparib monotherapy was compromised in mice bearing STING KO tumors, the combination was still efficacious in the absence of intratumoral STING, suggesting that STING agonism can favorably modulate the immune microenvironment to augment the activity of olaparib in an immunocompetent BRCA1-deficient BC model.

Finally, mice that achieved tumor clearance after combined STING agonism and PARP inhibition were rechallenged with tumor implantation. While tumors established in naïve mice, tumors could not be re-established in the opposite mammary fat pads of mice that had been cured (Fig. 2g). These findings demonstrate that STING agonism maximizes the anti-tumor efficacy of PARP inhibition, overcomes PARPi resistance and contributes to immunologic memory in BRCA-deficient TNBC models. Because the preclinical efficacy associated with intratumoral injection of a STING agonist may be difficult to translate to a heterogenous metastatic BC, it will be important to extend these findings to other tumor models and to determine whether similar results can be achieved with systemic agonists of STING, currently under development^19,20^. Nonetheless, the potent preclinical therapeutic efficacy of combined PARP inhibition and STING agonism warrants further development of this regimen as a treatment for *BRCA*-associated TNBC.

## Methods

### Cell culture

MDA-MB-436 and HCC1395 cells (ATCC) were verified with short tandem repeat profiling and along with MDA-MB-436 cells with reconstituted BRCA1 expression were maintained in RPMI supplemented with 10% FBS. The KB1P-G3 cell line was generated by seeding single-cell suspensions from breast tumors from K14-Cre-*Brca1*^*f/f*^;*Trp53*^*f/f*^ females, in DMEM (Corning) supplemented with 10% FBS, followed by serial passaging^3^. Cell lines were routinely tested for the presence of mycoplasma using the MycoAlert Mycoplasma Detection Kit (Lonza).

### Compounds

ADU-S100 (MIW815; Chemietek #CT-ADUS100) was reconstituted in USP normal saline (Thermo Fisher Scientific #NC9604723) and olaparib (Selleckchem for in vitro studies and MedChemExpress #HY-10162 for in vivo studies) was reconstituted in DMSO.

### Immunoblotting

Cells were lysed in RIPA buffer (Boston BioProducts) supplemented with protease and phosphatase inhibitors (Calbiochem) and quantitated for protein using the BCA Protein Assay Kit (Pierce). Equal amounts of protein were resolved by SDS-PAGE. Membranes were blocked in 5% milk/TBS-T (Boston BioProducts) and incubated with the following primary antibodies: phospho-TBK1/NAK (Ser172) (D52C2) XP Rabbit mAb (1:500) [Cell Signaling Technology (CST) #5483S] (for human cells), TBK1 (S172) (1:1000) (Abgent #AP7887a-ev) (for murine cells), TBK1/NAK (D1B4) Rabbit mAb (1:1000) (CST #3504S), phospho-STING (Ser366) (D7C3S) Rabbit mAb (1:1000) (CST #19781S) (for human cells), phospho-STING (Ser365) (D8F4W) Rabbit mAb (1:1000) (CST #72971S) (for murine cells), STING/TMEM173 (1:1000) (Novus Biologicals #NBP224683), Vinculin (1:1000) (CST #4650S). Immunodetection was performed using SuperSignal West Pico and Femto Chemiluminescent Substrate (Thermo Fisher Scientific). Blot stripping was performed using Restore PLUS Western Blot Stripping Buffer (Life Technologies) according to the manufacturer’s guidelines. Protein levels were quantified by densitometric analysis using ImageJ/Fiji. Phosphorylated protein levels were normalized to total protein band, then to loading control, and expressed as fold-change versus control DMSO. Uncropped and unprocessed blots are included in the Source Data files.

### Quantitative PCR

RNA was isolated, reverse transcribed and used for quantitative PCR. Primer sequences (5′–3′) were as follows: human IFNβ forward AACTTGCTTGGATTCCTACAAAG and reverse TATTCAAGCCTCCCATTCAATTG, mouse IFNβ forward CCAGCTCCAAGAAAGGACGA and reverse CGCCCTGTAGGTGAGGTTGAT, human CCL5 forward TGCCCACATCAAGGAGTATTT and reverse CTTTCGGGTGACAAAGACG, mouse CCL5 forward GCTCCAATCTTGCAGTCGTG and reverse GCTCCAATCTTGCAGTCGTG, human CXCL10 forward GGCCATCAAGAATTTACTGAAAGCA and reverse TCTGTGTGGTCCATCCTTGGAA, mouse CXCL10 forward CCAAGTGCTGCCGTCATTTT and reverse CTCAACACGTGGGCAGGATA, murine H2-Aa forward GACCTCCCAGAGACCAGGAT and reverse GGAACACAGTCGCTTGAGGA, murine Clec7a forward CCATAAAAGGCCCAGGGGAT and reverse TCGCCAAAATGCTAGGGCA, murine H2-Ab1 forward TGCTACTTCACCAACGGGAC and reverse TTTGCTCCAGGCAGACTCAG, murine Ltb forward GATGACAGCAAACCGTCGTG and reverse CAGCTGTTGAACCCCTGGAT, murine ItgaI forward TGGTCACTGAGCTGTCGTTC and reverse CTCAGGATAGGCTGCATGGC, human GAPDH forward GAGTCAACGGATTTGGTCGT and reverse TTGATTTTGGAGGGATCTCG, mouse GAPDH forward ACCACAGTCCATGCCATCAC and reverse TCCACCACCCTGTTGCTGTA.

### In vivo studies

All animal experiments were conducted in accordance with Institutional Animal Care and Use Committee-approved protocol #17-032. All mice were housed in a pathogen-free facility at Dana-Farber Cancer Institute. Tumors derived from the K14-Cre*-Brca1*^*f/f*^*;Trp53*^*f/f*^ TNBC mouse model, as well as KB1P-G3 control and STING KO cells, were transplanted into the mammary fat pad of FVB/129P2 or NSG mice (*NOD-Prkdc*^*em26Cd52*^*Il2rg*^*em26Cd22*^*/NjuCrl*). For efficacy studies, treatments were typically started once tumors reached 150-180 mm^3^ in volume and continued until tumors reached 20 mm in any direction, at which point mice were euthanized. In one experiment, treatments were started when tumors were between 500-1000 mm^3^ in volume. For flow cytometry studies, mice bearing tumors of 150-300 mm^3^ in volume were randomized in treatment groups, so that the average tumor volume in each group was the same. Mice received DMSO or DMSO-reconstituted olaparib, each diluted in saline immediately before intraperitoneal injection, with olaparib administered at 50 mg/kg daily. Vehicle (saline) or ADU-S100 was administered intratumorally weekly in a single 40 μl injection with ADU-S100 injections containing 50 μg compound. Therefore, in 4-arm experiments, mice were treated with vehicle (IP DMSO diluted in saline and intratumoral saline), IP olaparib (+ intratumoral saline), intratumoral ADU-S100 (+IP DMSO diluted in PBS) or their combination. Mice were treated under isoflurane anesthesia. Tumors were measured every 3–4 days using electronic calipers, and tumor volumes were calculated by using the formula (*L* × *W* × *W*)/2.

### Tumor digestion and flow cytometry

At the indicated times, mice were sacrificed, cardiac perfusion was performed and tumors were extracted. A small tumor chunk was snap-frozen for RNA analysis and the remainder of the tumor was minced, blended with the gentleMACS Dissociator (Miltenyi Biotec), and digested with the MACS Miltenyi Tumor Dissociation Kit (Miltenyi Biotec #130-096-730). Dissociated tumor cells were washed with RPMI-1640 medium and lysed with RBC Lysis Solution (Qiagen). Cells were resuspended in FACS buffer: PBS (Life Technologies) containing 0.5% BSA and 2 mmol/L EDTA (Sigma-Aldrich). The Zombie Aqua Fixable Viability Kit was applied to cells in combination with anti-mouse CD16/CD32 Fcγ receptor II/III blocking antibody (Affymetrix #14-0161-85) for 20 min at room temperature, prior to incubation with primary antibodies for 1 h at 4 °C. Cells were fixed and permeabilized using the FOXP3/Transcription Factor Staining Buffer Set (Affymetrix #00-5523-00) and incubated with antibodies for intracellular antigens overnight at 4 °C. Cells were subsequently washed, resuspended in PBS, and analyzed using a BD LSRFortessa flow cytometer. Compensation was performed manually on BD FACSDiva using single color and isotype controls. Signal threshold definition was defined using all-stain, unstained, and isotype controls and analysis was performed on FlowJo V10. Gating strategies are shown in Supplementary Fig. 4. The following fluorophore-conjugated primary antibodies were used in flow cytometry studies: Alexa Fluor^®^ 488 anti-mouse CD45 (1:500) (BioLegend #103122), Alexa Fluor^®^ 594 anti-mouse CD3 (1:1000) (BioLegend #100240), PE/Cyanine7 anti-mouse CD8a (1:1000) (BioLegend #100721), PE anti-mouse CD4 (1:1000) (BioLegend #100408), Alexa Fluor^®^ 647 anti-human/mouse Granzyme B (1:150) (BioLegend #515405), Alexa Fluor^®^ 647 mouse IgG1κ Isotype Ctrl (1:750) (BioLegend #400135), mouse FoxP3 PerCP/Cy5.5 (1:100) (BD Biosciences #563902), PerCP/Cy5.5 Rat IgG2aκ Isotype Ctrl Antibody (1:100) (BioLegend #400531), Brilliant Violet 605™ anti-T-bet (1:50) (BioLegend #644817), Brilliant Violet 711™ anti-mouse/human CD11b (1:1000) (BioLegend #101241), Brilliant Violet 650™ anti-mouse CD11c (1:500) (BD Biosciences #564079), FITC anti-mouse CD40 (1:125) (BioLegend #124607), Brilliant Violet 421™ anti-mouse I-A/I-E (MHCII) (1:1000) (BioLegend #107631).

### nanoString immune gene expression analysis

RNA isolation from snap-frozen tumor chunks was performed at the Center for Advanced Molecular Diagnostics (CAMD; Brigham and Women’s Hospital) using the Maxwell RSC Tissue kit. RNA was quantified by Nanodrop Spectrophotometer. RNA (100 ng) was loaded into the nCounter^®^ PanCancer Immune Profiling Panel, consisting of 770 genes, on the nanoString instrument. Data were analyzed using the Advanced Analysis Module of the nSolver^TM^ analysis software 4.0 (NanoString Technologies) and subjected to Quality control, and Background correction and Normalization against positive controls and housekeeping genes. The geometric mean of eight housekeeping genes was used to calculate normalization factors. 

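The factor that these steps applied to each tumor can be read from the deposited values as the normalized value of 1 count. It was 0.810, 0.824 and 0.820 in the 3 combination tumors, and 0.682, 1.49 and 0.693 in the vehicle tumors 1269, 1529 and 1536. The ADU-S100 tumors 1506, 1512 and 1513 had factors of 2.85, 1.96 and 1.43. In the olaparib group the factors were 1.95 for tumor 1510, 10.5 for tumor 1517 and 0.589 for tumor 1521. The largest factor was 17.8 times the smallest, and the largest total count was 14.3 times the smallest. In tumor 1517 a gene with 10 counts therefore has a normalized count of 105, and in tumor 1521 one of 5.89.

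**Figure D3:**
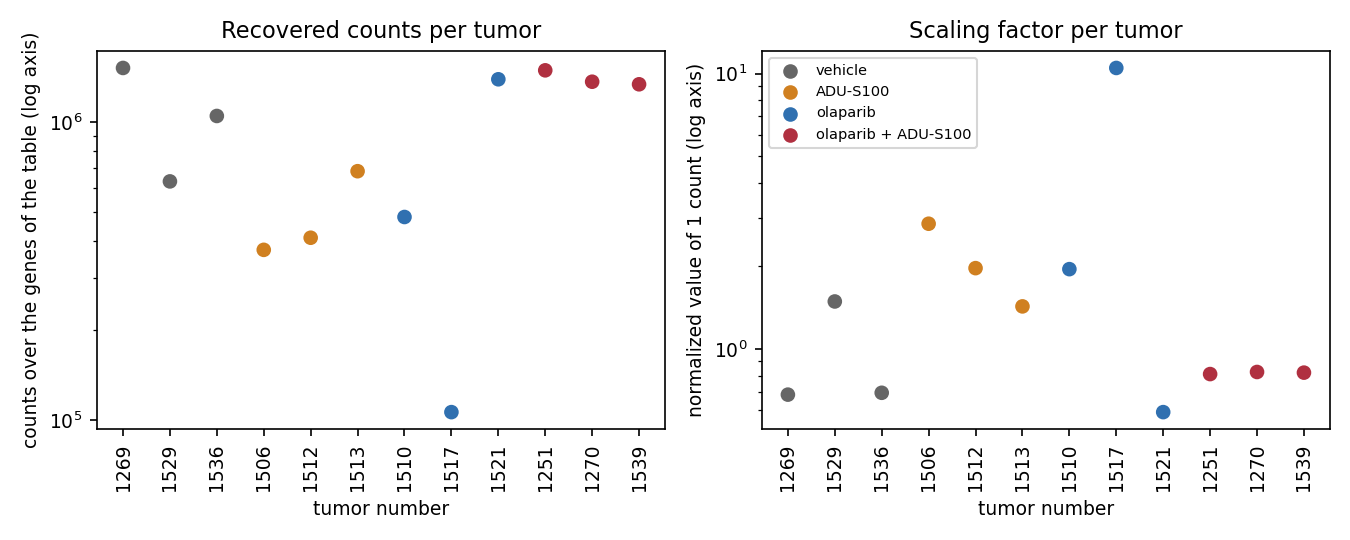
Recovered counts summed over the 750 genes (left, log axis) and the normalized value of 1 count (right, log axis) for each of the 12 tumors (x axis, by number), colored by treatment. The combination tumors have nearly equal factors, between 0.810 and 0.824, and the olaparib tumor 1517 has the lowest total count and the largest factor.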

Raw counts below the negative controls were discarded from further analysis.

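In the deposited table, low counts remain. The lowest value is 1, a floor reached by 12 values, and every gene has a value in every tumor. Between 127 and 333 of the 750 genes had at most 20 recovered counts, depending on the tumor, with the 333 in the olaparib tumor 1517. The Y-linked gene Usp9y had between 1 and 9 recovered counts in the 12 tumors. Over the 30 genes with the lowest mean recovered counts, the median count per tumor was between 3 and 7.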

### Statistical analyses

Statistical analyses were performed using GraphPad Prism v8. For comparison of 2 sets of measurements, unpaired *t*-test was performed. Unpaired *t*-test with Welch correction was used when sample variances were not equal, as defined by the Brown–Forsythe test. For comparison of 3 or more sets of unpaired measurements, one-way ANOVA was performed with Holm-Sidak’s multiple comparisons test on pre-selected relevant pairs. *P* values are indicated on the graphs.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Nanostring data described in this study are deposited in NCBI’s Gene Expression Omnibus (GEO) database under accession number GSE204858. Additional relevant data that support the findings of this study are available from the authors upon reasonable request.

# Supplementary material for: STING agonism enhances anti-tumor immune responses and therapeutic efficacy of PARP inhibition in BRCA-associated breast cancer
**Source:** NPJ Breast Cancer. 2022 Sep 6;8:102. doi: 10.1038/s41523-022-00471-5

# Supplementary Figures

## Supplementary Figure 1

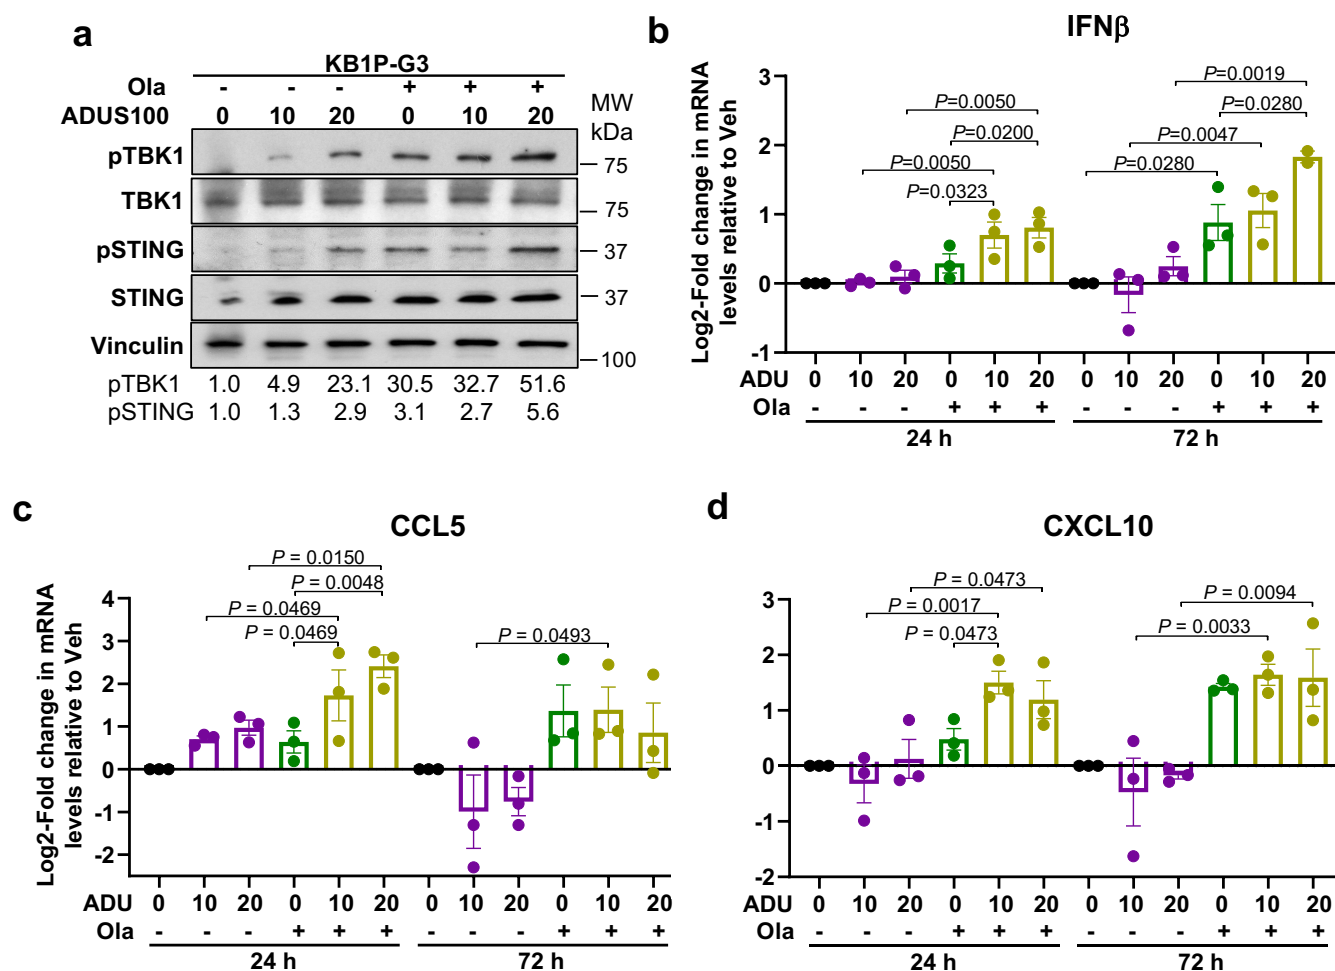

**Supplementary Fig. 1. STING agonism enhances STING pathway activation and proinflammatory cytokine production in response to PARP inhibition in murine TNBC cells.** The HR-deficient TNBC cell line KB1P-G3 (murine; derived from the K14-*CreBRCA1<sup>fl/fl</sup>TP53<sup>fl/fl</sup>* GEMM) was treated with vehicle (-, 0), 1  $\mu$ M olaparib, the indicated doses of ADU-S100 ( $\mu$ g/ml) or their combination. **(a)** At 72 hours post-treatment, protein was extracted for immunoblot analysis of phospho-TBK1 (Ser172), total TBK1, phospho-STING (Ser366 in human and Ser365 in murine) and total STING expression with vinculin as loading control. Numbers below the blots represent phosphorylated protein levels quantified by densitometric analysis. Immunoblots are representative of 3 independent experiments. **(b-d)** At 24 and 72 hours, post-treatment RNA was extracted and used for qPCR analysis of **(b)** IFN $\beta$ , **(c)** CCL5 and **(d)** CXCL10 mRNA expression, plotted as log2-fold change versus vehicle. Statistical analyses were performed using one-way ANOVA with Holm-Sidak post hoc test. Error bars represent standard error of the mean (S.E.M.) of 3 independent experiments. In murine cells, the combination resulted in greater IFN $\beta$ , CCL5 and CXCL10 mRNA expression at 24 hours compared to monotherapies, with effects more comparable to olaparib alone at 72 hours.

Supplementary Figure 2

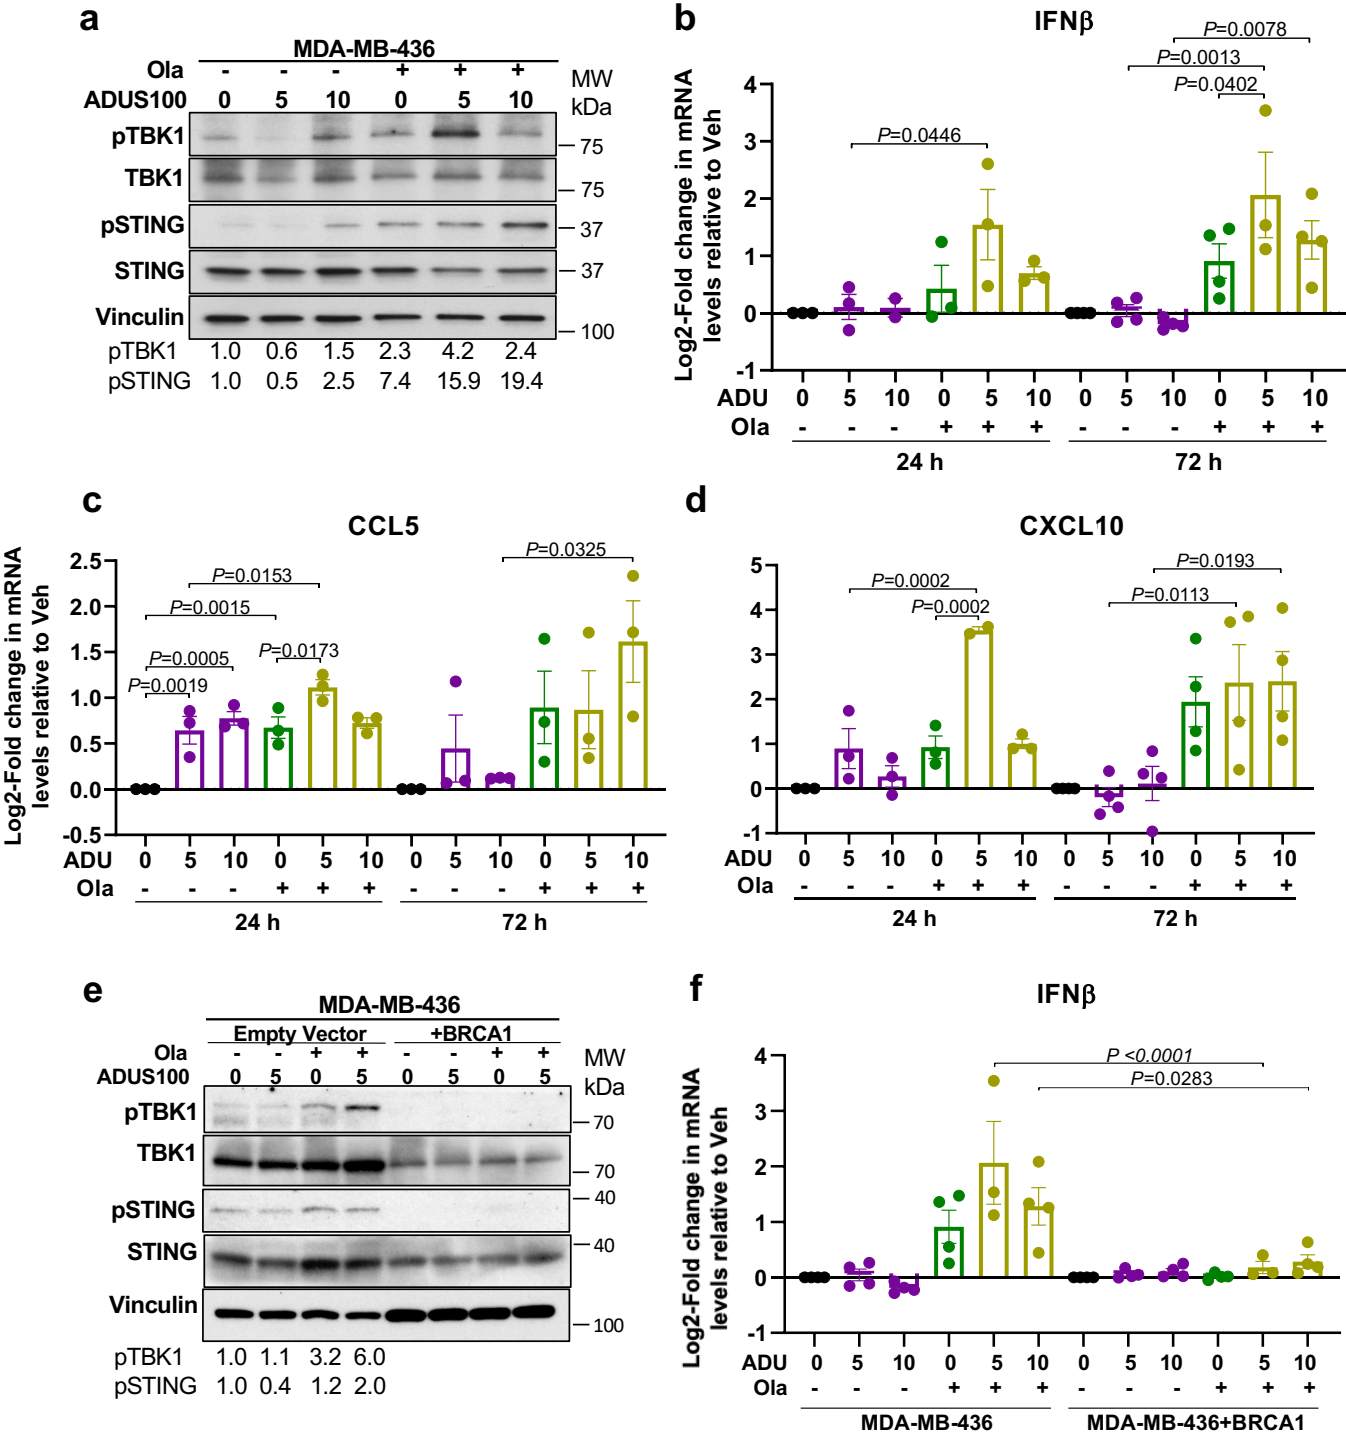

**Supplementary Fig. 2. STING agonism enhances STING pathway activation and proinflammatory cytokine production in response to PARP inhibition in human *BRCA1*-mutant TNBC cells.** The HR-deficient *BRCA1*-mutant TNBC cell line MDA-MB-436 (Johnson et al., *Proc Natl Acad Sci USA*, 2013; Johnson et al., *Cell Rep*, 2016) was treated with vehicle (-, 0), 1  $\mu$ M olaparib, the indicated doses of ADU-S100 ( $\mu$ g/ml) or their combination. **(a)** At 72 hours post-treatment protein was extracted for immunoblot analysis of phospho-TBK1 (Ser172), total TBK1, phospho-STING (Ser366 in human and Ser365 in murine) and total STING expression with vinculin as loading control. Numbers below the blots represent phosphorylated protein levels quantified by densitometric analysis. Immunoblots are representative of 3 independent experiments. **(b-d)** At 24 and 72 hours, post-treatment RNA was extracted and used for qPCR analysis of **(b)** IFN $\beta$ , **(c)** CCL5 and **(d)** CXCL10 mRNA expression, plotted as log2-fold change versus vehicle. Statistical analyses were performed using one-way ANOVA with Holm-Sidak post hoc test. Error bars represent standard error of the mean (S.E.M.) of 3 independent experiments. Similar patterns emerged in human cells compared to murine cells, although the lower dose of ADU-S100 combined with PARP inhibition resulted in more productive inflammatory responses, consistent with a previous report that higher doses of ADU-S100 can compromise tumor-specific T-cell responses and durable anti-tumor immunity (Sivick et al. *Cell Rep*, 2018). Of note, at certain doses and time points, ADU-S100 monotherapy decreased proinflammatory cytokine production, suggesting the presence of inhibitory feedback loops, as has previously been described after STING pathway activation (Pantelidou et al. *Cancer Discov*, 2019; Flood et al. *Immunol Rev*, 2019).

## Supplementary Figure 3

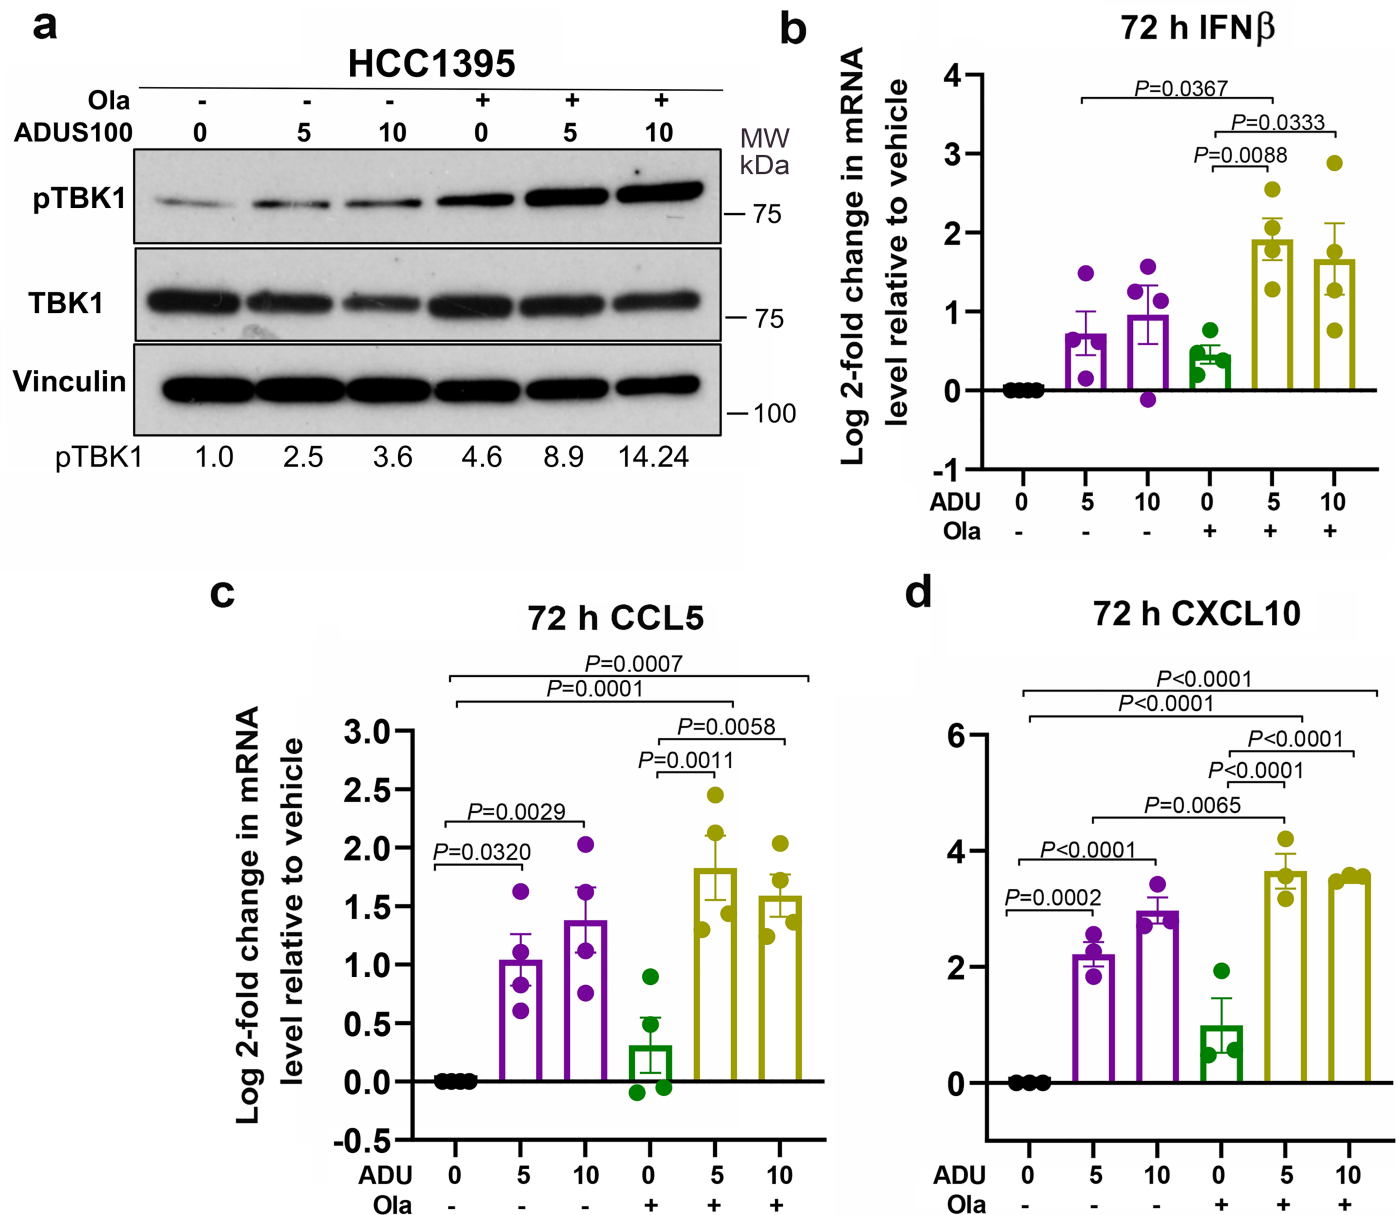

**Supplementary Fig. 3. STING agonism enhances STING pathway activation and proinflammatory cytokine production in response to PARP inhibition in human *BRCA2*-mutant TNBC cells.** The HR-deficient *BRCA1/BRCA2*-mutant TNBC cell line HCC1395 (Lehmann et al., *J Clin Invest*, 2011; Johnson et al., *Cell Rep*, 2016) was treated with vehicle (-, 0), 1  $\mu$ M olaparib, the indicated doses of ADU-S100 ( $\mu$ g/ml) or their combination. **(a)** At 72 hours post-treatment protein was extracted for immunoblot analysis of phospho-TBK1 (Ser172) and total TBK1, with vinculin as loading control. Numbers below the blots represent phosphorylated protein levels quantified by densitometric analysis. Immunoblots are representative of 3 independent experiments. **(b-d)** At 72 hours, post-treatment RNA was extracted and used for qPCR analysis of **(b)** IFN $\beta$ , **(c)** CCL5 and **(d)** CXCL10 mRNA expression, plotted as log2-fold change versus vehicle. Statistical analyses were performed using one-way ANOVA with Holm-Sidak post hoc test. Error bars represent standard error of the mean (S.E.M.) of 3 independent experiments. Trends with combination treatment were similar to those observed in KB1P-G3 and MDA-MB-436 cells.

Supplementary Figure 4

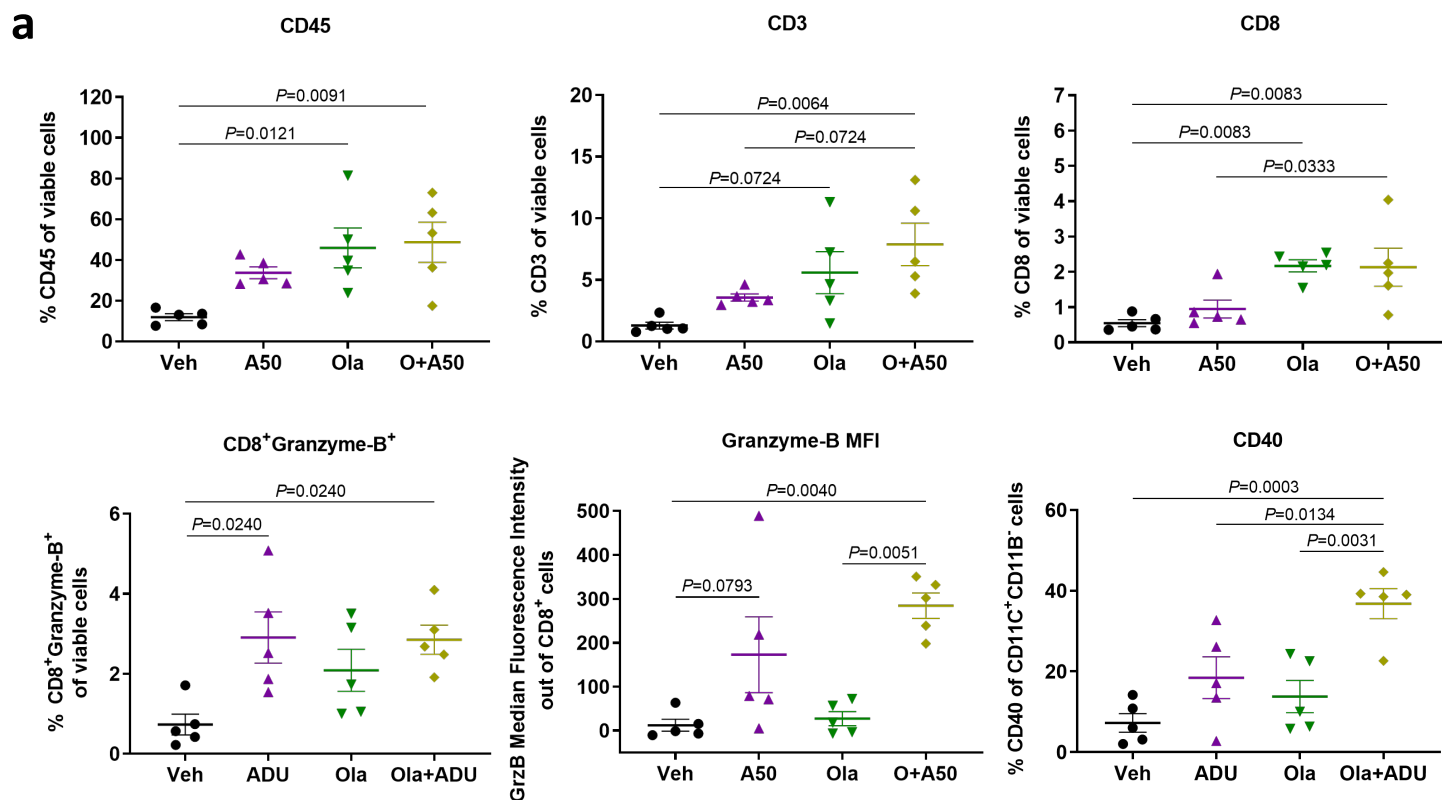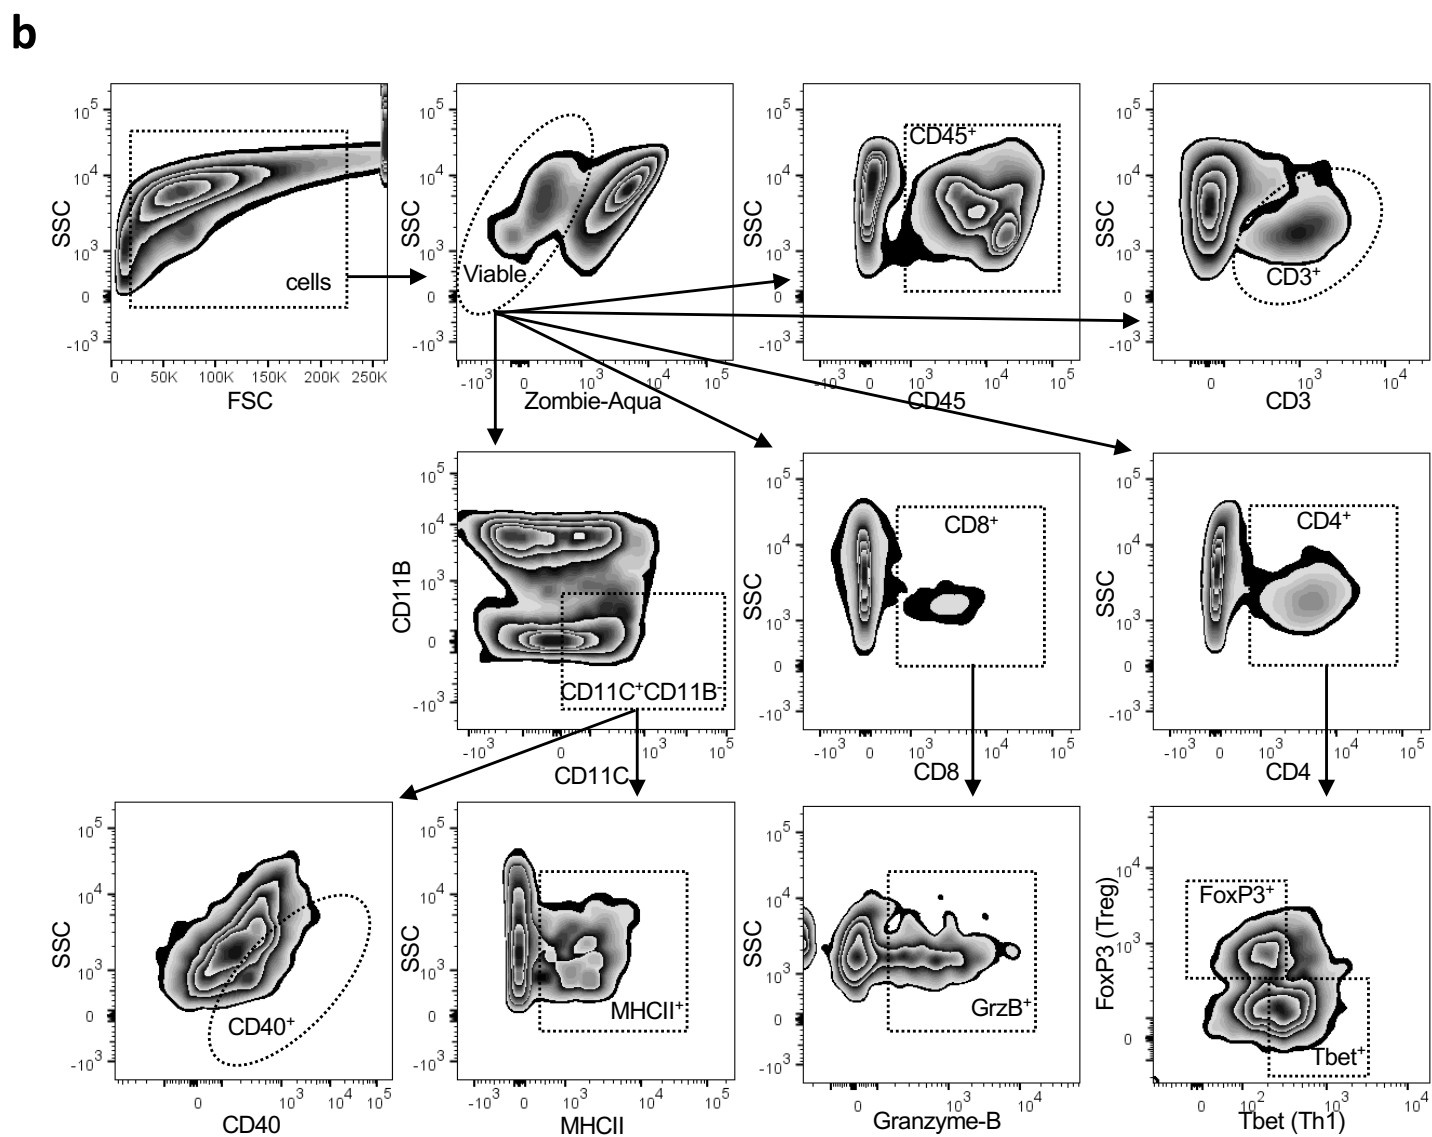

**Supplementary Fig. 4. Immunologic effects of combined PARP inhibition and STING agonism in a BRCA-deficient GEMM at 7 days.** (a) Tumor chunks from the K14-Cre-*Brca1*<sup>fl/fl</sup>*Tp53*<sup>fl/fl</sup> GEMM were transplanted in syngeneic FVB/129P mice, which were treated with vehicle, olaparib, ADU-S100 or their combination (4-5 mice/group). At 7 days tumors were harvested, and single-cell suspensions were subjected to flow cytometry. Scatter plots show CD45<sup>+</sup> cells, CD3<sup>+</sup> cells, CD8<sup>+</sup> and CD4<sup>+</sup> T-cells, granzyme-B<sup>+</sup> CD8 T-cells, granzyme-B median fluorescence intensity (MFI) in CD8 cells, and CD40<sup>+</sup> CD11C<sup>+</sup>CD11B<sup>-</sup> dendritic cells. Statistical analyses were performed using one-way ANOVA with Holm-Sidak post hoc test. Error bars are S.E.M. (b) Gating strategy used in the flow cytometric analysis of immune cell subsets. Debris was excluded on SSC vs FSC plot and zombie aqua-negative, i.e., viable cells were gated. Live cells were analyzed for expression of CD45 (hematopoietic cells), CD3 (total T cells), CD8 T-cells, CD4 T-cells and dual expression of CD11B/CD11C. CD8<sup>+</sup> T-cells were further analyzed for expression of Granzyme-B and median fluorescence intensity (MFI) was derived. CD4 T-cells were analyzed for expression of Tbet and FoxP3. CD11C<sup>+</sup>CD11B<sup>-</sup> dendritic cells were analyzed for expression of CD40 and MHCII.

Supplementary Figure 5

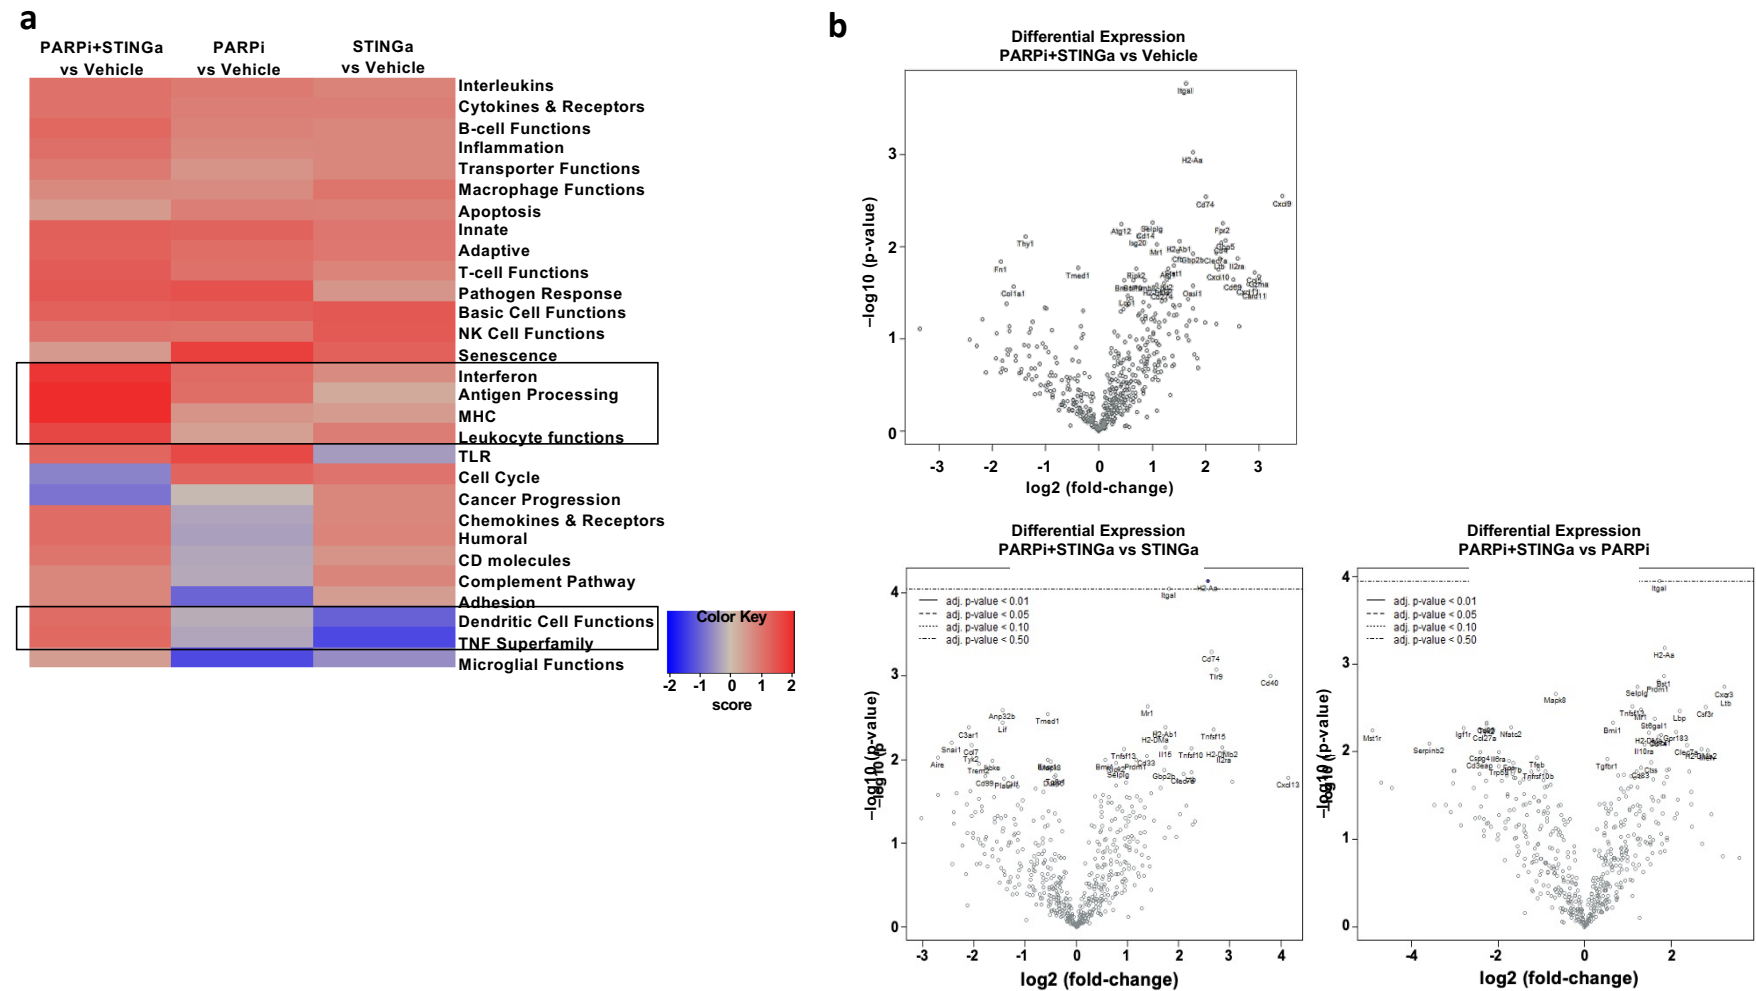

**Supplementary Fig. 5. The combination of STING agonism with PARP inhibition upregulates the expression of genes involved in antigen processing, interferon responses and leukocyte functions.** *K14-Cre-Brca<sup>fl/fl</sup>Tp53<sup>fl/fl</sup>* tumors from mice treated as in Figure 2 with vehicle, olaparib, ADU-S100 or their combination were harvested at 3 days. RNA was isolated from 3 tumors per group and subjected to nanoString mRNA expression analysis using the nCounter® PanCancer Immune Profiling Panel. **(a)** NanoString Gene Set Analysis (GSA) heatmap of directed global significance scores. The scores measure the extent to which a gene set is up- or down-regulated relative to the covariate and they are calculated as the square root of the mean signed squared *t*-statistic for the genes in a gene set, with *t*-statistics coming from the linear regression underlying differential expression analysis. Red denotes gene sets whose genes exhibit extensive over-expression with the covariate, blue denotes gene sets with extensive under-expression. Boxes highlight the most upregulated pathways in response to the combination of PARPi and STINGa. **(b)** Differential expression volcano plots displaying each target's  $-\log_{10}(\text{p-value})$  and  $\log_2$  fold change in response to the PARPi/STINGa combination treatment versus vehicle treatment or STINGa or PARPi as single treatments. Highly statistically significant targets fall at the top of the plot, and highly differentially expressed genes fall to either side. *P* values were generated using unpaired *t*-tests with Benjamini-Yekutieli false discovery rate (FDR) adjustment.

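With the methods' t-test on log2 values between the 2 groups compared, 86 genes had an unadjusted p below 0.05 in the combination against vehicle, 122 against ADU-S100 and 44 against olaparib. Benjamini-Yekutieli adjustment left 0 genes past 0.05 in each comparison. Benjamini-Hochberg adjustment left 3 genes against vehicle, which were Itgal (log2 fold change 1.41, adjusted p = 0.0169), Gbp5 (2.19, adjusted p = 0.0171) and Cxcl11 (2.20, adjusted p = 0.0211), and 0 genes against either single treatment.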

Supplementary Figure 6

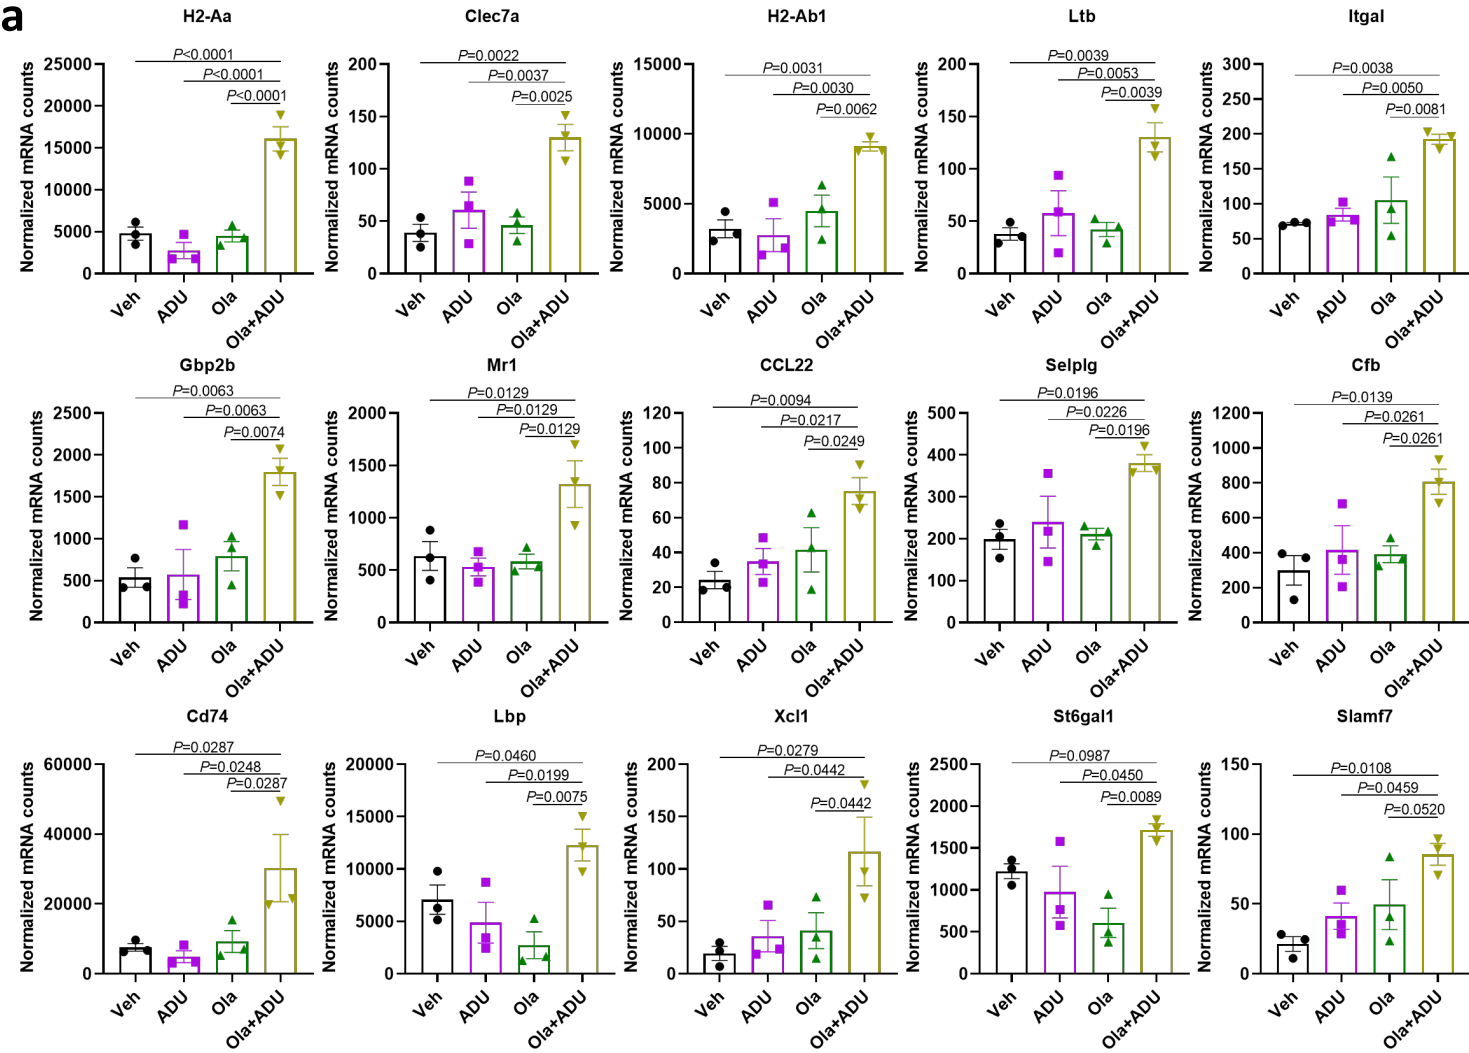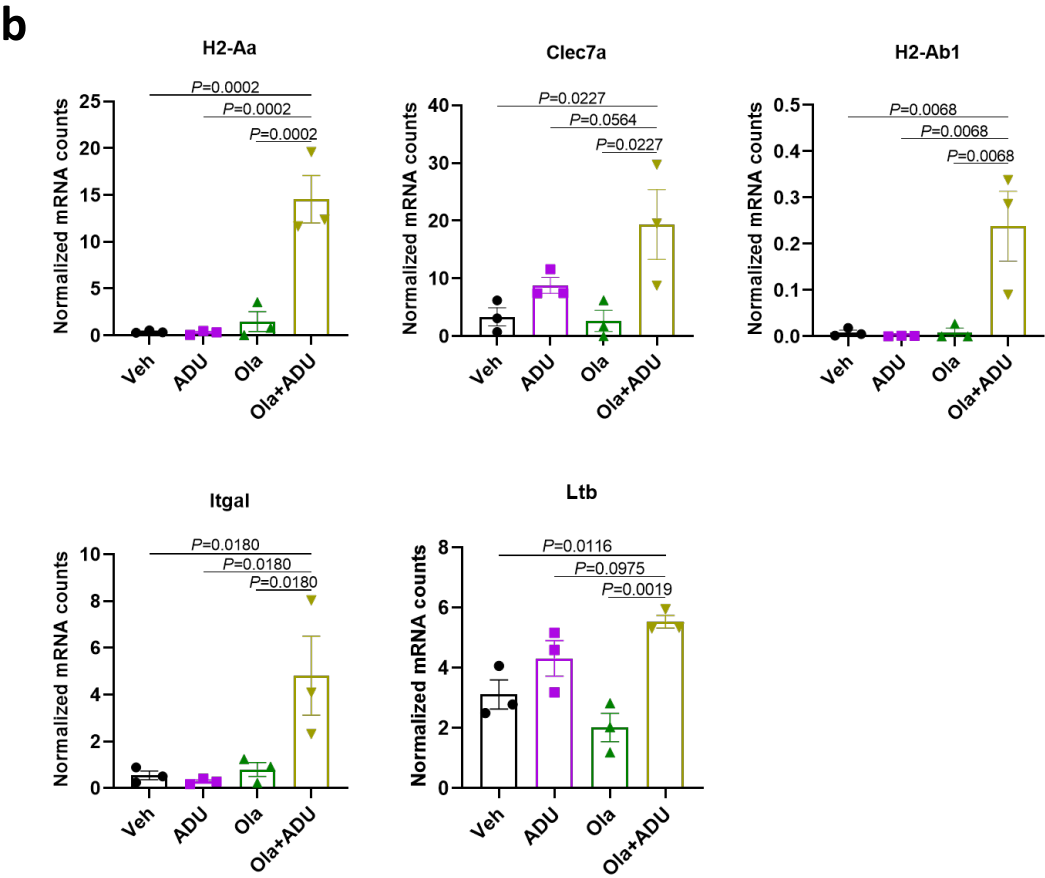

**Supplementary Fig. 6. Top upregulated genes from nanoString analysis and validation by qPCR. (a)**

Top 15 most significantly upregulated genes. Scatter plots demonstrate statistically significant increases in normalized RNA counts of indicated genes after treatment with PARPi+STINGa combination in comparison to single treatments. Statistical analyses were performed using one-way ANOVA with Holm-Sidak post hoc test. Error bars show S.E.M. **(b)** Scatter plots show significant increases in the RNA levels of H2-Aa, Clec7a, H2-Ab1, Itgal and Ltb genes (top 5 in the nanoString mRNA analysis) in response to the combination treatment as measured by qPCR.

Supplementary Figure 7

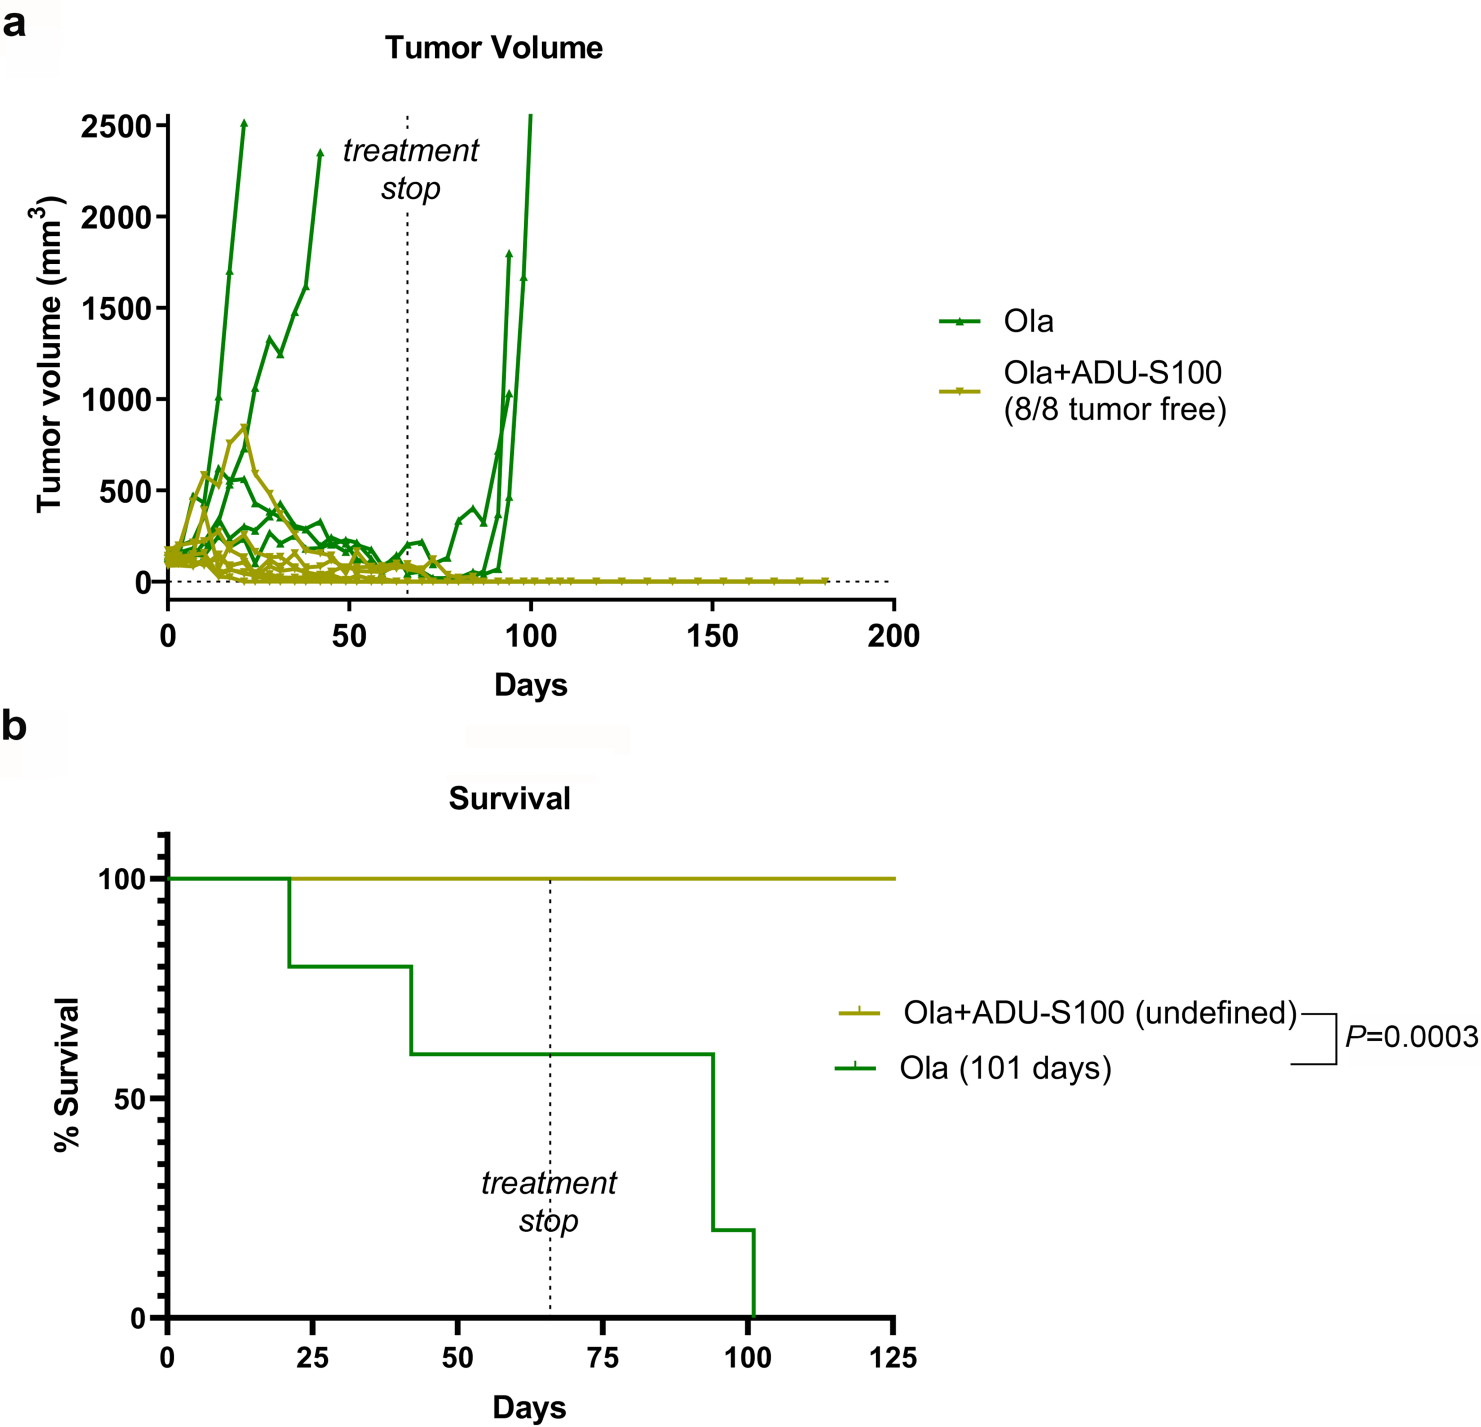

**Supplementary Fig. 7. Efficacy of combined PARP inhibition and STING agonism *in vivo*.** A second experiment was performed in which tumor chunks from the K14-Cre-Brca1f/FTp53f/f GEMM were transplanted in syngeneic FVB/129P mice, which were treated with olaparib +intratumoral saline or olaparib + ADU-S100 (5-8 mice/group). Tumor volume was measured twice per week and survival was recorded. **(a)** Tumor volumes in individual mice over time. **(b)** Percent survival. Median survival shown in brackets. Statistical analysis was performed using the Log-rank (Mantel-Cox) test (*P* values indicated). Intratumoral ADU-S100 injections were stopped when the tumor was cleared.

## Supplementary Figure 8

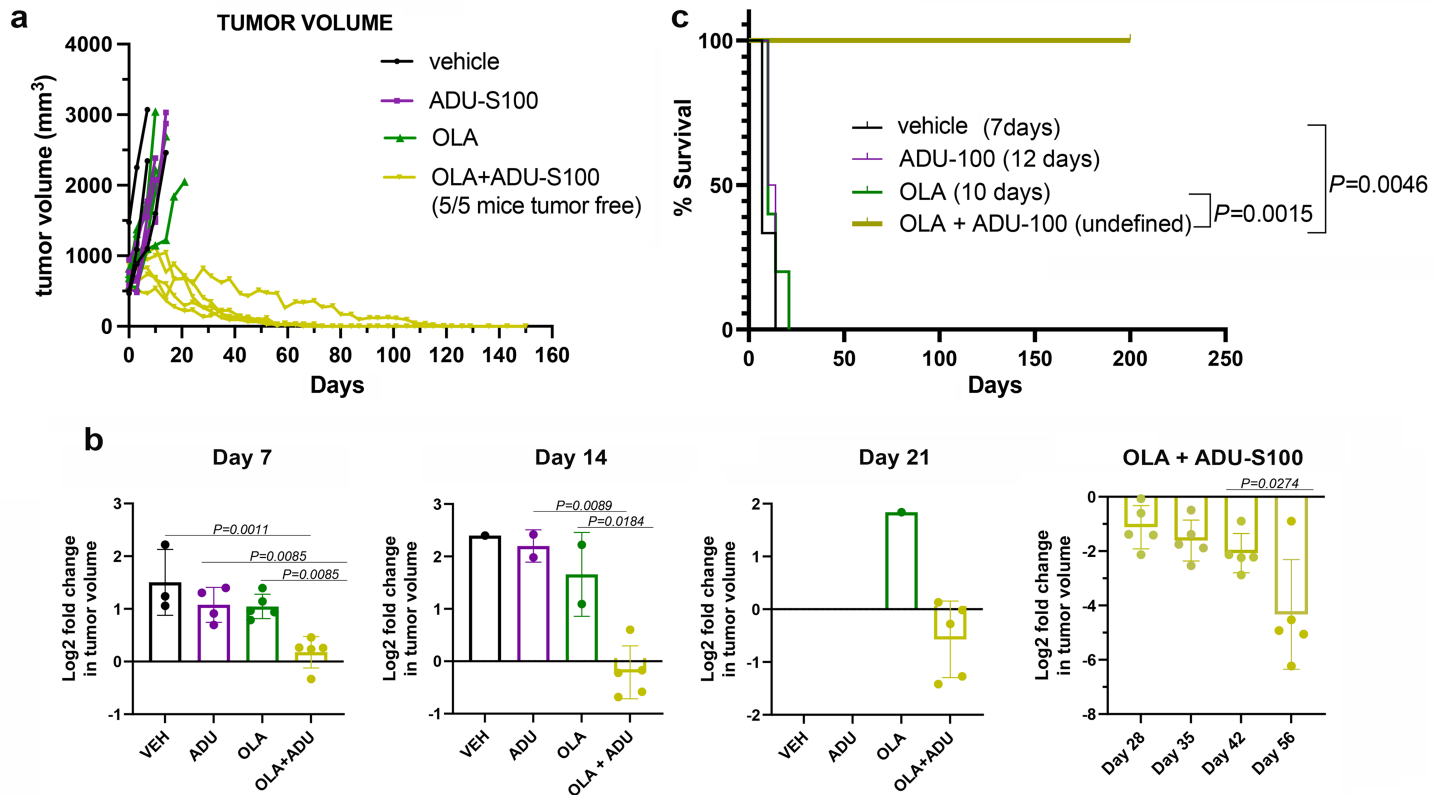

**Supplementary Fig. 8. Efficacy of combined olaparib and ADU-S100 against established tumors with volumes ranging 500-1,000 mm<sup>3</sup>.** Tumor chunks from the *K14-Cre-Brca1<sup>fl/fl</sup>Tp53<sup>fl/fl</sup>* GEMM were transplanted in syngeneic FVB/129P mice, which were treated with vehicle, olaparib (daily), ADU-S100 (weekly) or their combination (3-5 mice/group) after reaching a volume ranging 500-1,000 mm<sup>3</sup>. Tumor volume was measured twice weekly and survival recorded. **(a)** Tumor volumes in individual mice over time. **(b)** Log2 fold-change in tumor volumes at the indicated time points and treatments. Statistical analyses were performed using one-way ANOVA with Holm-Sidak post hoc test. **(c)** Percent survival. Median survival shown in brackets. Statistical analysis was performed using the Log-rank (Mantel-Cox) test. Intratumoral ADU-S100 injections were stopped when the tumor was cleared.

Supplementary Figure 9

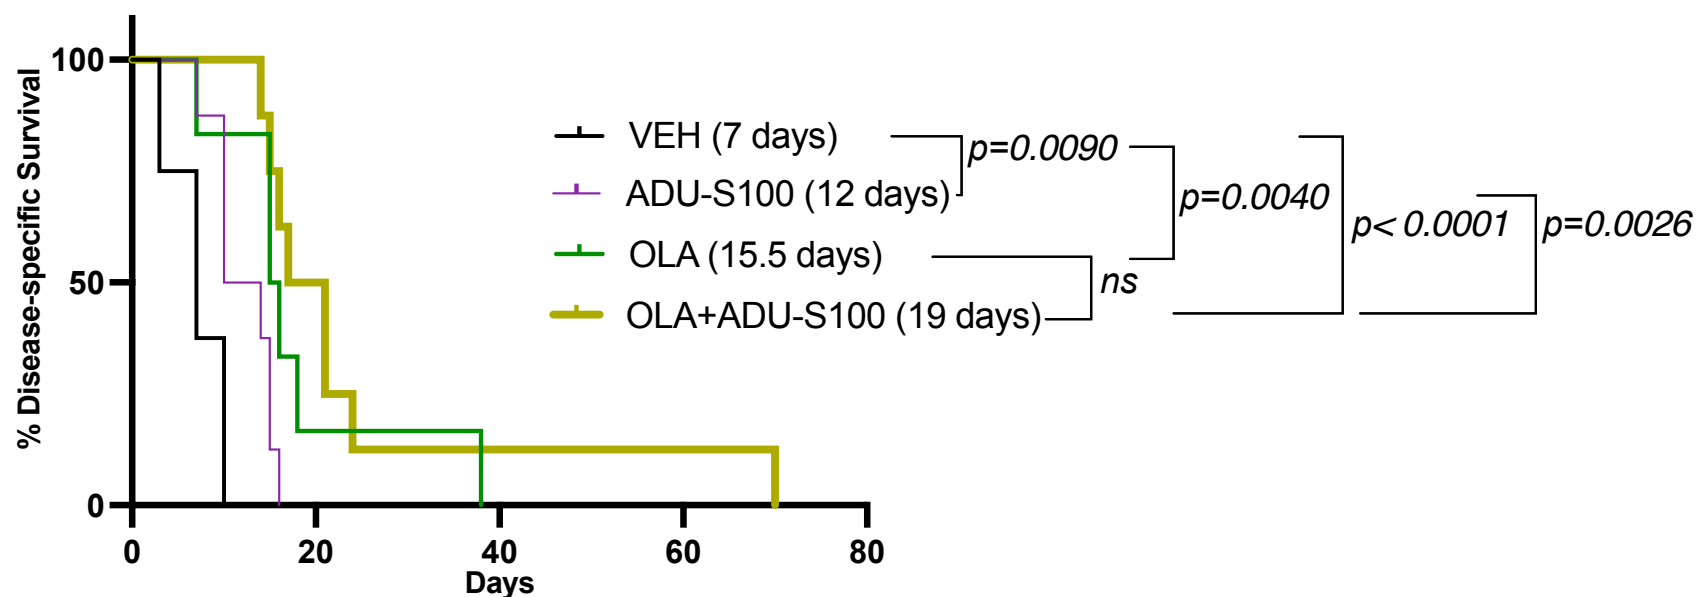

**Supplementary Fig. 9. An intact immune system is required for the optimal efficacy of combined PARP inhibition and STING agonism.**

Tumor chunks from the *K14-Cre-Brca1<sup>fl/fl</sup>Tp53<sup>fl/fl</sup>* GEMM were transplanted in immunodeficient NSG mice, which were treated with vehicle, olaparib (daily), ADU-S100 (weekly) or their combination (6-8 mice/group). Tumor volume was measured twice weekly and survival recorded. Percent survival is graphed with median survival shown in brackets. Statistical analysis was performed using the Log-rank (Mantel-Cox) test.

## SUPPLEMENTARY REFERENCES

Flood, B. A., Higgs, E. F., Li, S., Luke, J. J. & Gajewski, T. F. STING pathway agonism as a cancer therapeutic. *Immunol Rev* **290**, 24-38 (2019).

Johnson N., *et al.* Stabilization of mutant BRCA1 protein confers PARP inhibitor and platinum resistance. *Proc Natl Acad Sci USA* **110**, 17041-17046 (2013).

Johnson S.F., *et al.* CDK12 inhibition reverses de novo and acquired PARP inhibitor resistance in *BRCA* wild-type and mutated models of triple-negative breast cancer. *Cell Rep* **17**, 2367-2381 (2016).

Lehmann B.D., *et al.* Identification of human triple-negative breast cancer subtypes and preclinical models for selection of targeted therapies. *J Clin Invest* **121**, 2750-2767 (2011).

Pantelidou, C. *et al.* PARP Inhibitor Efficacy Depends on CD8(+) T-cell Recruitment via Intratumoral STING Pathway Activation in *BRCA*-Deficient Models of Triple-Negative Breast Cancer. *Cancer Discov* **9**, 722-737 (2019).

Sivick, K. E. *et al.* Magnitude of Therapeutic STING Activation Determines CD8(+) T Cell-Mediated Anti-tumor Immunity. *Cell Rep* **25**, 3074-3085 (2018).

**Supplementary Table 1: Directed Global Significance Scores - differential expression in each treatment group vs baseline of vehicle**

**Supplementary Table 2: Annotation of top upregulated genes identified by nanoString analysis in response to STINGa+PARPi treatment**

Source Files

Figure 2

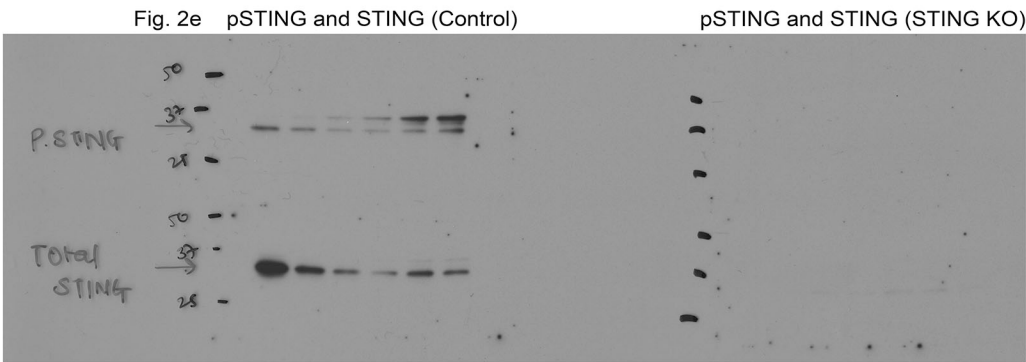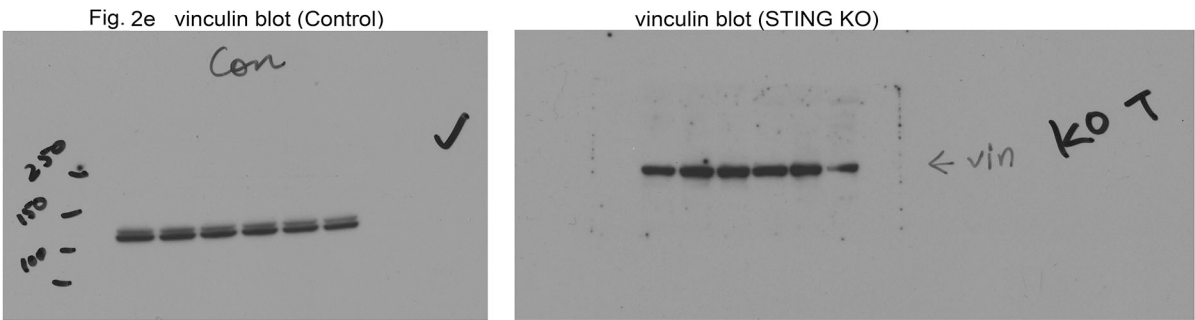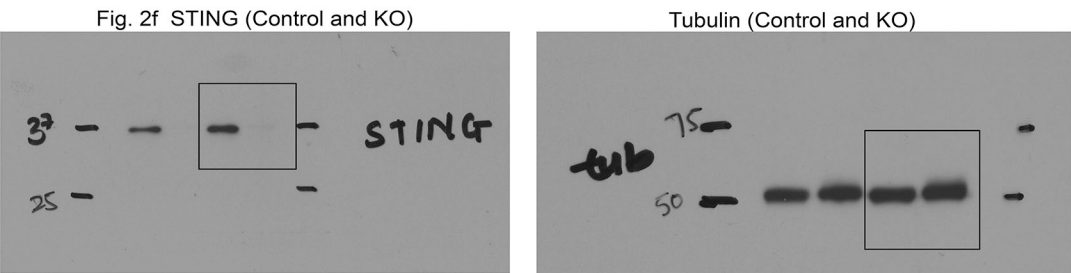

### Supplementary Figure 1a

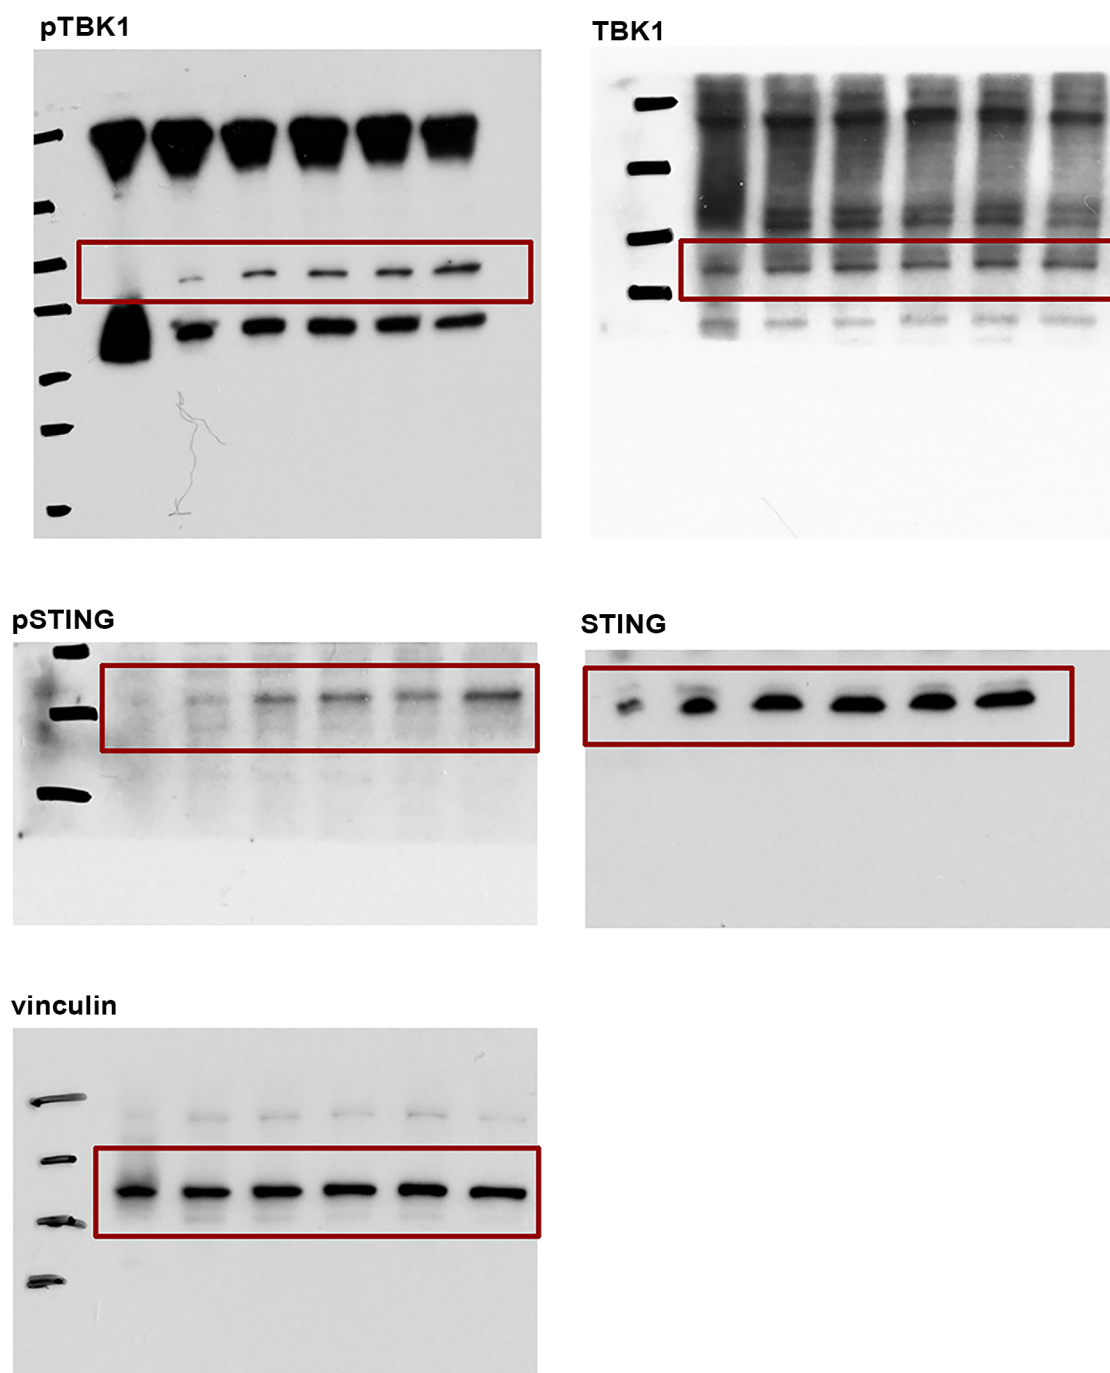

Supplementary Figure 2a

pTBK1

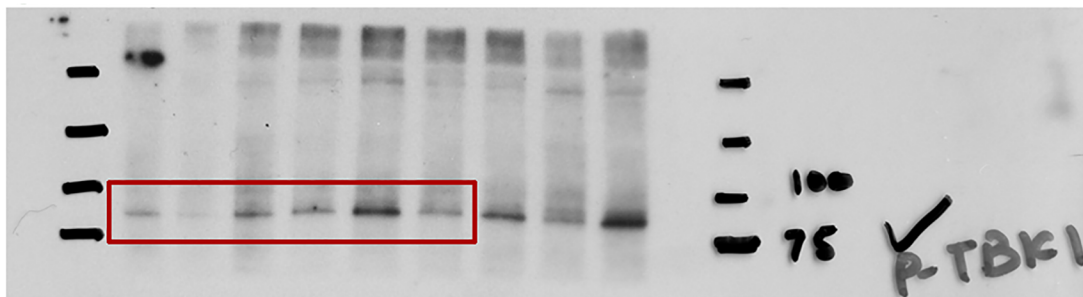

TBK1

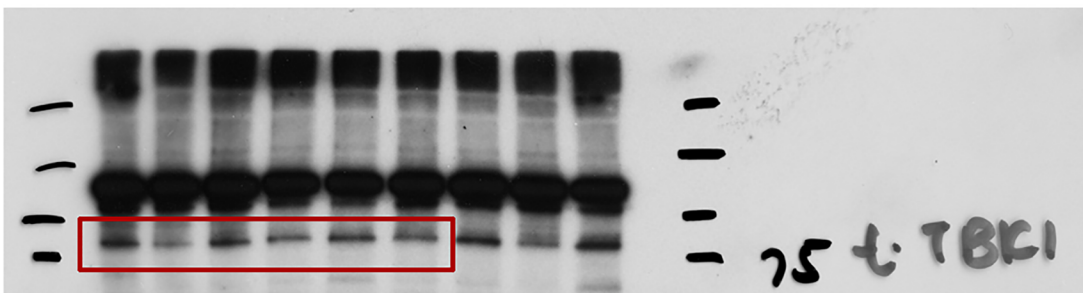

pSTING

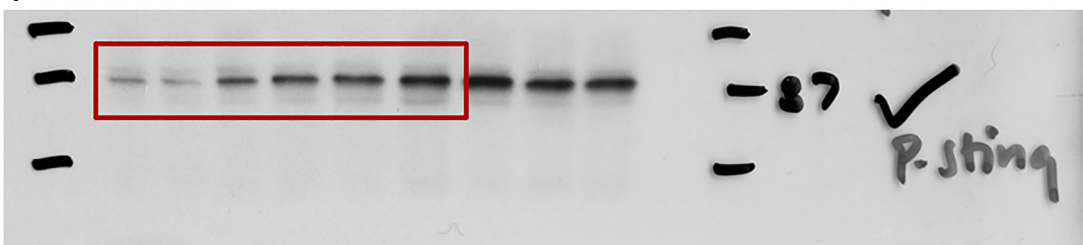

STING

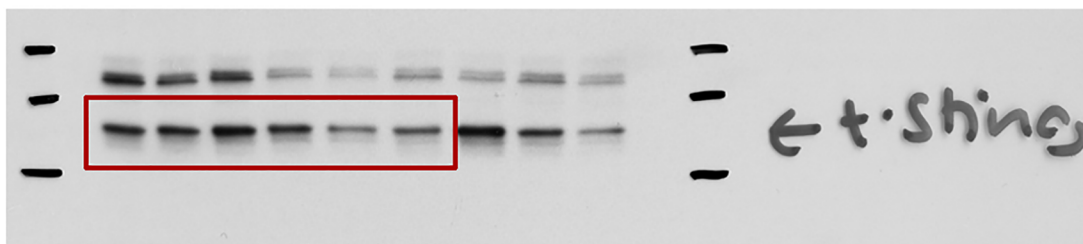

vinculin

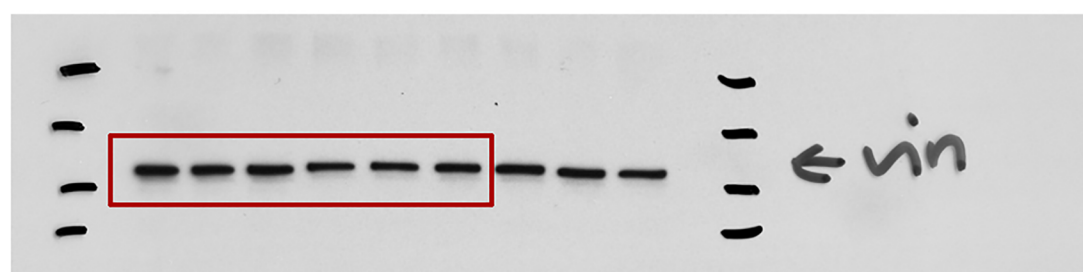

Supplementary Figure 2e

pTBK1

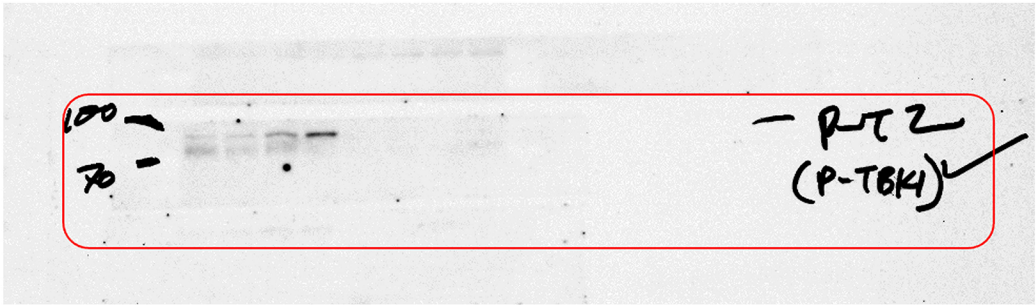

TBK1

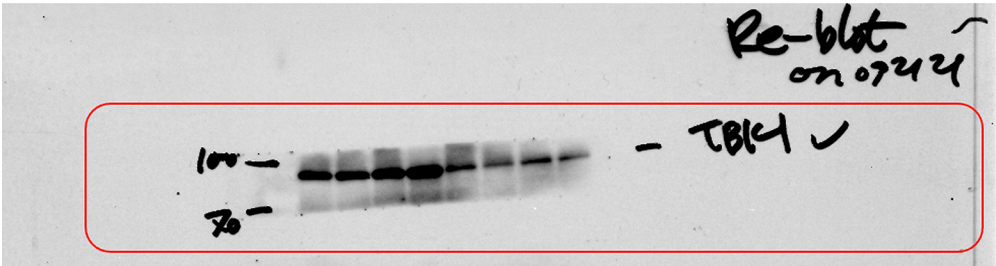

pSTING

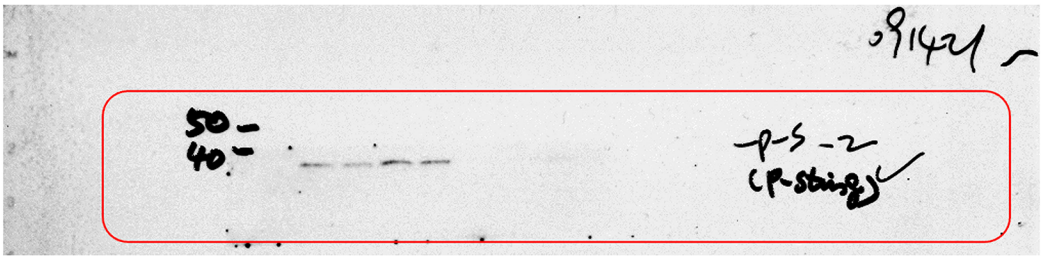

STING

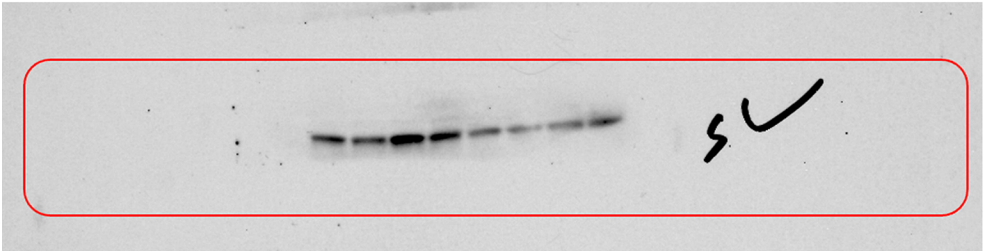

vinculin

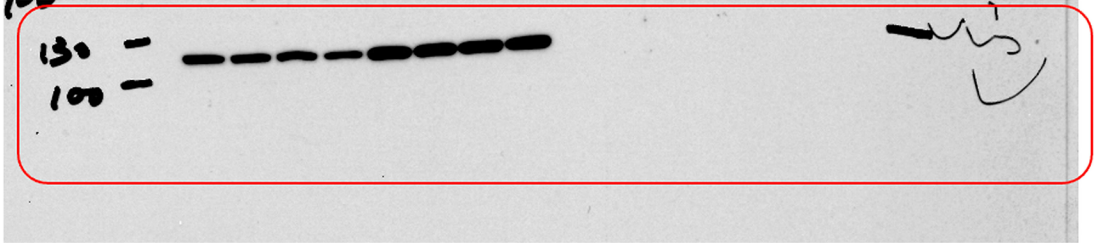

Supplementary Figure 3

pTBK1

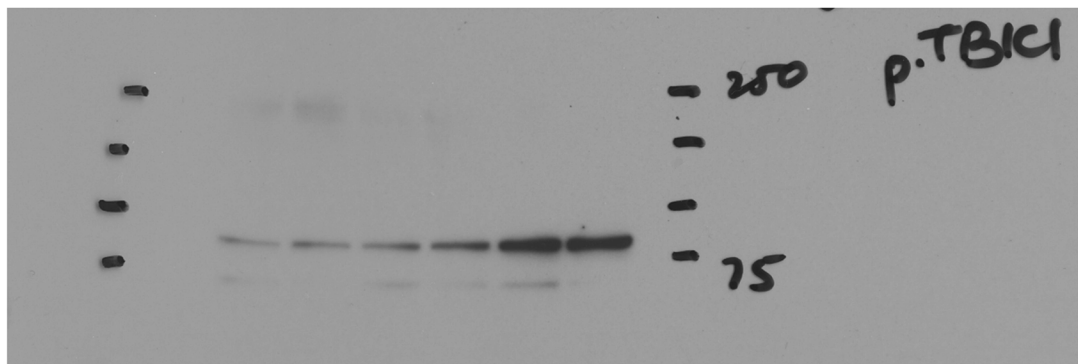

TBK1

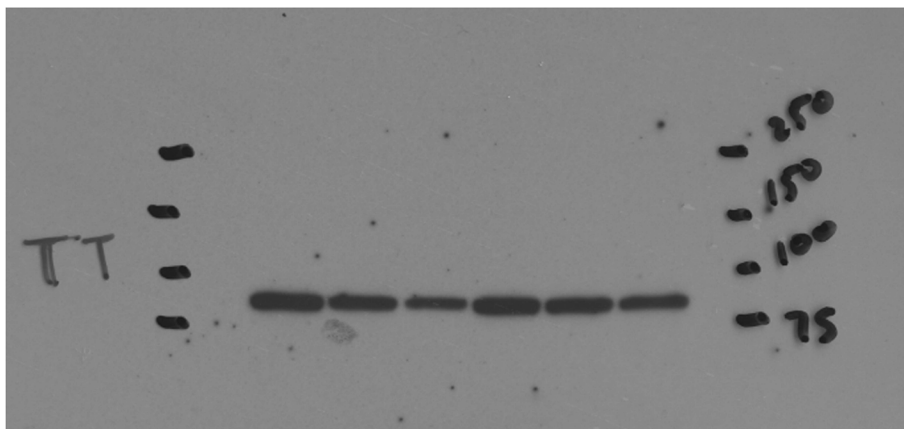

vinculin

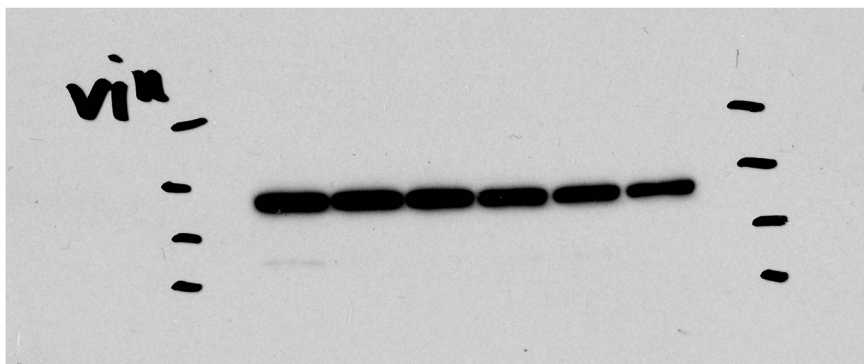

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: STING agonism enhances anti-tumor immune responses and therapeutic efficacy of PARP inhibition in BRCA-associated breast cancer
**Source:** NPJ Breast Cancer. 2022 Sep 6;8:102. doi: 10.1038/s41523-022-00471-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection nanoString nCounter® ; BD FACSDiva

Data analysis Prism version 9; Image J version v1.53f51; nSolver analysis software 4.0 (NanoString Technologies); FlowJo V10;

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Nanostring data described in this study are deposited in NCBI's Gene Expression Omnibus (GEO) database under accession number GSE204858 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204858>). Additional relevant data that support the findings of this study are available from the authors upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes (typically 6-8 mice/group) were chosen based on preliminary data on the effect of olaparib monotherapy in the K14Cre;BRCA1f/f;p53f/f genetically-engineered TNBC mouse model, in order to have adequate power (approximately 80%) to detect differences in tumor growth inhibition or tumor regression of 1.25 standardized units at 28 days. Fewer STING KO mice per group were adequate to demonstrate a statistically significant effect of olaparib/ADU-S100 treatment compared to olaparib alone (i.e., olaparib monotherapy is ineffective in the setting of intratumoral STING knockout).

### Data exclusions

No data were excluded.

### Replication

All attempts at replication were successful (e.g., Supplementary Fig. 7 confirmed the results shown in Fig. 2).

### Randomization

Allocation of all mice to various treatment groups was randomized in each experiment.

### Blinding

Flow cytometry and Nanostring analyses on tumors from treated mice were conducted in blinded fashion.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

How the deposited data were processed for this re-analysis (not part of the article)

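Normalized mRNA counts of 750 genes were analysed in 12 tumors, 3 each from mice treated with vehicle, ADU-S100, olaparib or the combination and harvested at 3 days. Each tumor was assigned to its treatment from the sample labels. The tumors carry numbers that begin with 12 (1 vehicle and 2 combination tumors) or 15 (the other 9), and the labels do not say what the numbers mean.

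The deposited values are a signal on a linear scale, namely nCounter counts that the authors processed with nSolver 4.0: quality control, background correction, and scaling against positive controls and the geometric mean of housekeeping genes. The paper states that raw counts below the negative controls were discarded, and does not give the limit in its text. The table used here holds no control or housekeeping genes, so neither step could be repeated. Gene symbols were taken as deposited. Against the mouse RefSeq gene table, 736 symbols were current, 8 were older symbols and 6 were not matched.

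The counts behind the deposited values were recovered by finding, per tumor, the step of which the low values are whole multiples, taking a value as whole within 0.01 of a count. Values at the floor of 1 were set to 0 counts. The recovery was tested on simulated data. The totals ranged from 106206 to 1519471 per tumor. A total says how many probes were counted and not how many cells were sampled.

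The analysis used log2(normalized count + 1), with a filter of at least 20 in at least 3 tumors, which kept 689 genes. Limma 3.58.1 in R 4.3.3 fitted one mean per group over all 12 tumors (lmFit and eBayes), and adjusted p-values are Benjamini-Hochberg values over all genes kept, with a threshold of 0.05. The comparisons were the combination against each other group, each single treatment against vehicle, and the interaction, which is the effect of ADU-S100 with olaparib minus its effect without. Gene lists were scored with the directed global significance score (the square root of the mean signed squared moderated statistic, with its sign) and tested with fry over 66 list comparisons. The lists were MHC, antigen processing, interferon, leukocyte adhesion, TNF superfamily, dendritic cell, and T cell and cytotoxic genes, with markers of B cell and lymphoid tissue, stroma, epithelium and leukocytes in general. They were written from gene nomenclature and are not the panel's gene sets. Scores per tumor were compared with two-sided exact permutation tests. With 3 tumors against 3 these cannot go below 0.1, and with 3 against 9 they cannot go below 0.0045.

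On simulated log2 values with the means and spreads of the combination and vehicle comparison over 689 genes, of which 200 were changed, limma recovered 60% of the changes of 2 on the log2 scale, with 5.51% false calls, and 0% of the changes of 1. The edgeR quasi-likelihood test on simulated counts recovered 51.5% and 0%. The methods' t-test with Benjamini-Hochberg adjustment recovered 22.5% and 1%. With nothing changed, limma made 0 calls. Changes of 1 in single genes were thus missed by limma and edgeR in these simulations. Of 200 random lists of 20 unchanged genes, 6.5% had a fry p-value below 0.05. A list of 20 genes shifted by 1 was detected, with a score of 1.74 and a fry p-value of 0.000607, but the simulated genes vary independently of each other, unlike genes in a tumor.

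The genes named in the text were fixed before the data were examined: the 15 genes of Supplementary Table 2, the genes whose mRNA or protein the paper's text names and the panel measures, and the 5 genes with the largest change past the threshold in each combination comparison and in the interaction, of which there were 0. Genes named for the smallest p-value of a comparison, for passing an alternative test or as background were chosen after their values were seen.

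The alternatives were a pseudocount of 10, no filter, a filter at 50, scaling each tumor to the same median, quantile normalization, an intensity trend, fits on the 2 groups compared, the methods' t-test, the tumor number series as a block, and leaving out each tumor in turn. For list scores they also included camera, unmoderated statistics, and lists without the 15 genes. Added after seeing the data were edgeR 4.0.16 (quasi-likelihood test) on the recovered counts with the authors' factors and with TMM normalization, log2 of the factor as a covariate, and subtraction of a background per tumor, taken as the median recovered count of the 30 genes with the lowest mean. Figures were drawn with matplotlib 3.10.9. Flow cytometry, quantitative PCR, immunoblots and tumor volumes were not analysed here.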

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

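The genes discussed here were found after the values were seen, and the comparison with other assignments of the tumors was chosen after the result was seen. The tests on leukocyte markers, B cell markers, tumor number series and scaling were planned before the data were examined, for the 15 genes of Supplementary Table 2.

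Outside the 15 genes, 10 genes of the panel pass the same Holm-Sidak test on unlogged normalized counts against vehicle, ADU-S100 and olaparib, with the highest mean in the combination. They are H2-DMb2, Cybb, Socs1, Tnfsf10, Cd79b, Itgax, Ifi44, Spn, Ctss and H2-DMa. The paper does not list them among its top genes. H2-DMb2, which encodes a chain of the molecule that loads peptide onto MHC class II, ranks 2 of 750 genes in this test, with a largest p-value of 0.000594. Its normalized count averaged 218 in the combination, 110 in vehicle, 60.9 in ADU-S100 and 72.3 in olaparib tumors. Tnfsf10 averaged 956, 368, 231 and 303 in the same order, Ctss 3869, 1884, 2030 and 1377, and H2-DMa 931, 445, 347 and 382. Cd79b was too low for the limma analysis, with 31.4 normalized counts in the combination. In limma, 0 of the 9 others passed after adjustment over all genes, and the smallest adjusted p-value was 0.132.

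In total 23 genes pass, of which 13 are among the 15. Chance cannot be excluded for this number: of 100 assignments of the 12 tumors to 4 groups of 3, the real one included, 6 gave as many genes or more, although the median over the others was 0. The largest number among them was 98, so that genes move together when tumors are regrouped. For the 15 genes, several technical explanations were weighed. Their mean log2 value was 1.48 higher in the combination than in the 9 other tumors, which is not independent of how they were chosen. A larger share of leukocytes would raise 5 general leukocyte markers alike, but those rose by 0.25 on average (exact permutation p = 0.509), from -0.24 for Cd53 to 0.69 for Cd48, and after their subtraction the median difference of the 15 genes was 1.25. B cell and lymphoid tissue markers rose by 0.19 on average, but 6 of the 9 were lower and 3 higher, from -1.01 for Ccl19 to 2.30 for Cxcl13, so that this mean does not decide whether the samples held lymphoid tissue. With each tumor scaled to the same median, the difference was 1.53, and with the tumor number series as a block it was 1.41 (standard error 0.26). The combination tumor whose number begins with 15, tumor 1539, lay 0.73 above the highest of the 9 others. These values argue against scaling and the tumor number series as the whole cause. Chance, lymphoid tissue in the samples, a change in the kinds of leukocytes present, and a response to the treatment stay open.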

How the results depend on the processing

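The edgeR fits, the factor covariate and the background subtraction were chosen after seeing the data. No paired analysis was possible because the tumors of different groups share no replicate numbers. Rescaling to housekeeping genes was not run, since the table used here holds none. Where a setting changed a result, the cause was not tested.

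Limma called 0 genes in all 6 comparisons, with 50 genes at an unadjusted p below 0.05 for olaparib and 33 for ADU-S100 against vehicle. In edgeR these were 84 and 41 with the authors' factors, and 54 and 35 with TMM normalization. ADU-S100 against vehicle stayed at 0 under all 26 alternatives. Combination against vehicle stayed at 0 except with the 2 groups alone (2 genes), the methods' t-test with Benjamini-Hochberg adjustment (3) and the factor covariate (4). Combination against ADU-S100 gave 1 gene with pseudocount 10, the filter at 50, median scaling, quantile normalization and the intensity trend, and 0 to 1 with a tumor left out (1 without ADU-S100 tumor 1506). With a tumor left out, combination against olaparib ranged from 0 to 54, olaparib against vehicle from 0 to 55, and the interaction from 0 to 86. The high values all come from leaving out olaparib tumor 1521, after which the olaparib group consists of 1510 and 1517, with scaling factors of 1.95 and 10.5. In olaparib against vehicle, 50 of the 55 genes were then higher in olaparib. Both edgeR fits called 0 genes in all 6 comparisons.

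Of the 15 genes, 0 passed all 3 comparisons under each alternative adjusted over all genes, against 13 with Holm-Sidak adjustment on unlogged values, which does not adjust over genes. Adjusted over the list alone, 5 passed, and 9 with median scaling, 10 with quantile normalization, 3 with the intensity trend, 0 with the series block, 9 with the factor covariate, 9 with background subtraction, 3 with edgeR, and 0 to 10 with a tumor left out. Each of the 12 tumors moved it: 0 without combination tumor 1251 or 1270, 2 without 1529, 1536, 1512 or 1510, 3 without 1269, 1513, 1521 or 1539, 8 without olaparib tumor 1517 and 10 without ADU-S100 tumor 1506. All 15 genes kept their direction in the 3 comparisons under every alternative. H2-Aa against ADU-S100 had adjusted p-values from 0.0123 to 0.835 over its alternatives.

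With camera and its preset correlation, 19 of 66 list comparisons passed, including the combination against vehicle for MHC (score 1.98), antigen processing (1.87) and interferon (1.89) and the dendritic cell list against ADU-S100 (1.18). The lowest adjusted p-value in camera was 8.2e-07, for stroma in olaparib against vehicle (score -1.86). T cell and cytotoxic genes (1.98) and stroma (-1.46) in the combination against vehicle passed too. So did MHC (1.65) and antigen processing (1.46) in the interaction. With fry or an estimated correlation 0 passed. The 4 scores against vehicle stayed positive throughout, with MHC between 1.45 and 2.18, antigen processing between 1.33 and 2.07, interferon between 1.31 and 2.33 and leukocyte adhesion between 1.19 and 1.84 when a tumor was left out. Against olaparib, the dendritic cell score ranged from -1.24 (without olaparib tumor 1521) to 1.28 with a tumor left out, and from -0.44 (edgeR) to 2.36 (factor covariate) over the other alternatives. The TNF superfamily score ranged from -1.53 (without olaparib tumor 1521) to 0.97 with a tumor left out, was -0.26 without combination tumor 1270, and over the other alternatives ranged from -0.72 (edgeR) to 1.47 (factor covariate), with -0.19 without a filter and -0.43 without the 15 genes. Against ADU-S100 both scores stayed positive under all 25 alternatives, from 0.58 to 2.60 for dendritic cell and from 0.39 to 1.51 for TNF superfamily genes.

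The MHC score per tumor differed from the 9 other tumors by 1.19 with the filter at 50, 0.824 with median scaling, 0.745 with quantile normalization, 1.00 with background subtraction and 5.14 as a first principal component, all with an exact permutation p below 0.05, and by 0.752 to 0.955 with a tumor left out. The antigen processing differences were 1.03, 0.722, 0.665, 0.904 and 5.64, and 0.699 to 0.872 with a tumor left out. Without ADU-S100 tumor 1506 or olaparib tumor 1510, both passed 0.05. Over its alternatives the exact p-value ranged from 0.0045 to 0.173 for MHC and from 0.0091 to 0.182 for antigen processing, and without the 15 genes it was above 0.05 for both. The interferon difference kept its side of the threshold under all 20 alternatives.

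Of the other genes the paper names, Tbx21 against vehicle turned to -0.067 with median scaling and -0.17 with quantile normalization, and ranged from -0.11 (without 1270) to 0.28 with a tumor left out. Foxp3 ranged from -0.077 (without 1269) to 1.02, Itgam from -0.76 to 0.18 (above 0 without 1529, 1536 or 1539) and Tbk1 from -0.15 to 0.13 (above 0 without 1269, 1529 or 1270), and Tbk1 was 0.052 with the factor covariate. None of these log2 fold changes passed the threshold. Median scaling moved the median log2 fold change of all genes from 0.21 to 0.01 against vehicle and from -0.55 to 0.00 in the interaction. Depth limits low genes most in the olaparib tumor 1517, where 333 genes had at most 20 counts.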

Differences from the paper's values

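The scores of Supplementary Table 1 were set beside scores of hand-written lists with similar names, which are not the panel's gene sets. Of 15 scores against vehicle, 10 had the paper's sign and lay within the jackknife error over tumors, including all 5 of the combination. The other 5 had the opposite sign, of which 1 lay within the error. The alternatives named were set before the data were examined unless stated otherwise.

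The MHC score of ADU-S100 was -0.28, against the paper's 0.512. The signs differ, although the distance is smaller than the jackknife error. It had the paper's sign and lay within the error with the series block, without the 15 genes, and without vehicle tumor 1269 or 1529, ADU-S100 tumor 1512 or 1513, or olaparib tumor 1517 or 1521, and had the opposite sign, within the error, under the other 13 alternatives. With edgeR, chosen after seeing the values, it was 0.06, with the paper's sign. The factor covariate (-1.11) and background subtraction (-0.70), also chosen after seeing the values, gave the opposite sign. Under each of these settings 0 of the paper's 15 genes pass all 3 comparisons after adjustment over all genes. Limma without them passes 0 as well, so this count favors no setting.

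The TNF superfamily score was 1.16 for olaparib and 1.00 for ADU-S100, against the paper's -0.288 and -1.291. This score and the dendritic cell score include the rise of all genes tested against vehicle. The median log2 fold change of those genes was 0.45 for olaparib and 0.44 for ADU-S100. For olaparib the sign stayed opposite under all 21 alternatives, but with quantile normalization the score was 0.02, and this value and those without vehicle tumor 1536 (0.81) or olaparib tumor 1517 (0.67) lay within the error of 1.13. The other 18 lay outside it. For ADU-S100 quantile normalization gave -0.81, with the paper's sign and within the error, and the other 20 alternatives had neither. Chosen after seeing the values, the factor covariate and background subtraction gave 0.43 and 0.61 for olaparib, of opposite sign but within the error. EdgeR, also chosen after seeing the values, gave 1.33 for olaparib, of opposite sign and outside the error. For ADU-S100 the factor covariate gave -0.36, with the paper's sign but outside the error of 0.82. Background subtraction gave 0.48 and edgeR 0.99, both of opposite sign.

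The dendritic cell score was 1.21 for olaparib and 0.65 for ADU-S100, against the paper's -0.202 and -1.015. Quantile normalization gave -0.23 and -1.47, with the paper's sign and within the error in both. For olaparib median scaling (0.78) came within the error with the opposite sign, and the other 19 alternatives lay outside it. For ADU-S100, median scaling (-0.77), the series block (-0.32), and leaving out vehicle tumor 1269 (-0.65) or ADU-S100 tumor 1506 (-0.30) also had the paper's sign and came within the error of 1.62. With pseudocount 10 (0.59), the filter at 50 (0.58), and without vehicle tumor 1536 (0.475) or ADU-S100 tumor 1512 (0.472) it came within the error with the opposite sign, and the other 12 lay outside it. EdgeR, chosen after seeing the values, gave 0.57 for ADU-S100, also within the error with the opposite sign. For olaparib edgeR gave 1.30, of opposite sign. With the factor covariate, chosen after seeing the values, the dendritic cell scores were -0.62 and -1.12. Background subtraction, also chosen after seeing the values, gave -0.25 for ADU-S100, with the paper's sign, and 1.11 for olaparib, of opposite sign. With edgeR, the factor covariate or background subtraction, 0 of the paper's 15 genes pass all 3 comparisons after adjustment over all genes. Limma without them also passes 0, so this does not set them apart. Adjusted over the list alone, 9 pass with the factor covariate, 9 with background subtraction and 3 with edgeR, against 5 in limma.

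The paper gives 15 genes with a significant increase in the combination compared to single treatments. In limma, 0 of them passed against both ADU-S100 and olaparib after adjustment over all genes. With Holm-Sidak adjustment on unlogged values, which the paper's legend names, 14 did, which is within 1.5 times. The exception is Slamf7, whose Holm-Sidak value of 0.052 against olaparib matches the one printed in Supplementary Fig. 6a. In limma adjusted over the list alone, 5 genes passed against all 3 groups. The other alternatives, with adjustment over all genes, called 0 of the 15 against both.

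The paper presents the 15 as its most significantly upregulated genes. Ranked by the largest of the 3 Holm-Sidak p-values over 750 genes, 11 of the 15 are among the first 16 genes, and Xcl1, Lbp, Slamf7 and St6gal1 are at ranks 21, 22, 24 and 38.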

Other observations

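The tests of the scaling factor, of background counts and of dendritic cell markers in this part, and the comparisons of gene list scores with other splits, were chosen after the results were seen. The comparisons of gene counts with other splits were planned before, except that for the interaction.

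The first principal component of the 12 tumors holds 55.1% of the variance of the log2 values. Over the 12 tumors, its correlation with log2 of the scaling factor was 0.948 (Pearson, permutation p = 1e-05, the smallest that the permutations can give) and 0.965 (Spearman, p = 1e-05). Without the tumors 1517 and 1506, which have the most extreme factors, Pearson's r was 0.838, and within the 9 tumors whose numbers begin with 15 it was 0.953. The 3 tumors whose numbers begin with 12 are too few for a value of their own. A candidate explanation is the size of the scaling factor. The factor also holds the RNA input and quality, and it differs between the treatments. The kinds of tissue in each sample can differ too, and were not tested against the component. What moves the component therefore stays open.

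Low genes read higher in the single treatments than in vehicle when the tumors were grouped by treatment. For the 188 genes with the lowest mean recovered counts, the median log2 difference of the olaparib and ADU-S100 tumors from vehicle was 0.98, against 0.11 for the 188 genes with the highest. This did not hold in each tumor. In the olaparib tumor 1521 the median count of the low genes was 13, at a factor of 0.589. The vehicle tumors 1269, 1529 and 1536 had 11, 10.5 and 12, at factors of 0.682, 1.49 and 0.693. The other olaparib tumors and the ADU-S100 tumors had 6 to 12, at factors of 1.43 to 10.5. A candidate explanation is that background counts were multiplied by large factors. A first test asked whether subtracting a background per tumor would shrink the gap of 0.87 between the low and high genes by more than 50%. It did not: the gap was 0.71 after the subtraction, with 0.82 for the low genes. That test leaves the explanation open, since the floor of 1 count that the subtraction needs is itself multiplied by the factor. A second test, chosen only after the first had not come out as the explanation predicts, compared the recovered counts, whose median over the low genes was between 6 and 16 in the 12 tumors, a 2.67-fold range, and over the high genes between 237 and 2746, an 11.6-fold range. Since each value is such a count times the factor of its tumor, this restates the pattern and decides nothing. Background counts and a response of low genes to the single treatments cannot be told apart here.

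The 7 MHC class II genes H2-Aa, H2-Ab1, H2-Eb1, Cd74, H2-DMa, H2-DMb1 and H2-DMb2 were on average 1.46 higher (log2) in the combination than in the 9 other tumors (exact permutation p = 0.0045, the smallest possible), and 3 of them are among the 15 genes that the study selected on these tumors. More dendritic cells in the tumors would raise dendritic cell markers at least as much. Of 4 such markers, Itgax was 0.89 and Ccr7 0.68 higher, Flt3 differed by -0.007 and Xcr1 by -1.01, with a mean of 0.14 (exact permutation p = 0.746). A mean over markers that go both ways decides nothing, and Flt3 and Xcr1 had at most 29 recovered counts. More dendritic cells and a response to the treatment in other cells cannot be told apart here.

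Genes measured by flow cytometry or quantitative PCR in the paper can be followed here only at the mRNA level and at 3 days. Gzmb had 15.8 ± 5.90 normalized counts (SD, n = 3) in the combination, 6.87 ± 1.80 in vehicle, 21.2 ± 6.06 in ADU-S100 and 49.7 ± 66.1 in olaparib tumors. The olaparib mean rests on 126 normalized counts in tumor 1517, which are 12 recovered counts. Ifnb1 had 15.0 ± 5.73 in the combination, 11.2 ± 2.10 in vehicle, 26.6 ± 5.95 in ADU-S100 and 37.2 ± 21.7 in olaparib tumors, all at 5 to 25 recovered counts. Ccl5 had 760 ± 530 in the combination, 111 ± 83.6 in vehicle, 309 ± 194 in ADU-S100 and 177 ± 80.5 in olaparib tumors. In the same order, Cxcl10 had 573 ± 156, 132 ± 26.3, 595 ± 678 and 498 ± 301, and Cd4 had 116 ± 12.0, 34.9 ± 12.5, 59.2 ± 42.8 and 108 ± 41.7. Cd3e had 46.2 ± 21.3, 13.3 ± 6.61, 19.0 ± 9.34 and 30.7 ± 20.9, Cd8a had 24.8 ± 10.4, 8.55 ± 2.90, 17.7 ± 3.70 and 21.1 ± 18.3, and Cd40 had 78.0 ± 15.5, 46.2 ± 21.0, 36.4 ± 16.6 and 44.2 ± 3.94. In limma the adjusted p-value was 0.278 or more for each of these genes against vehicle.

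Marker lists that were set before the data were examined gave scores against vehicle in the combination of 1.30 for B cell and lymphoid tissue, -1.46 for stroma, 1.12 for epithelium and 1.04 for leukocytes in general, with fry adjusted p-values of 0.808. In the stroma list 9 of 10 genes were lower. The stroma score was -1.86 in olaparib and -0.54 in ADU-S100 tumors against vehicle. The scores of these lists were not recomputed with a tumor left out.

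Splits of the 6 tumors of a comparison into 3 and 3 number 10, so chance cannot be excluded in any of them. At least as many genes at an unadjusted p below 0.05 were found in 1 of the 10 splits for the combination against vehicle, in 1 against ADU-S100 and in 4 against olaparib, in 6 for olaparib against vehicle and in 3 for ADU-S100 against vehicle, the real split included. For the interaction, 10 of 100 assignments of the 12 tumors gave as many genes, so chance cannot be excluded there either. The scores against vehicle of MHC, antigen processing, interferon and leukocyte adhesion were reached in 1 of 10 splits each. Against ADU-S100 the dendritic cell score was reached in 1 and the TNF superfamily score in 3, and against olaparib in 8 and 7.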
